# PRH1 mediates ARF7-LBD dependent auxin signaling to regulate lateral root development in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1008044

**Published:** 2020-02-07

**Authors:** Feng Zhang, Wenqing Tao, Ruiqi Sun, Junxia Wang, Cuiling Li, Xiangpei Kong, Huiyu Tian, Zhaojun Ding

## Abstract

The development of lateral roots in *Arabidopsis thaliana* is strongly dependent on signaling directed by the AUXIN RESPONSE FACTOR7 (ARF7), which in turn activates LATERAL ORGAN BOUNDARIES DOMAIN (LBD) transcription factors (*LBD16*, *LBD18 and LBD29*). Here, the product of *PRH1*, a *PR-1* homolog annotated previously as encoding a pathogen-responsive protein, was identified as a target of ARF7-mediated auxin signaling and also as participating in the development of lateral roots. *PRH1* was shown to be strongly induced by auxin treatment, and plants lacking a functional copy of *PRH1* formed fewer lateral roots. The transcription of *PRH1* was controlled by the binding of both ARF7 and LBDs to its promoter region.

## Author summary

In *Arabidopsis thaliana* AUXIN RESPONSE FACTOR7 (ARF7)-mediated auxin signaling plays a key role in lateral roots (LRs) development. The *LATERAL ORGAN BOUNDARIES DOMAIN (LBD)* transcription factors (*LBD16*, *LBD18* and *LBD29*) act downstream of ARF7-mediated auxin signaling to control LRs formation. Here, the *PR-1* homolog *PRH1* was identified as a novel target of both ARF7 and LBDs (especially the LBD29) during auxin induced LRs formation, as both ARF7 and LBDs were able to bind to the *PRH1* promoter. This study provides new insights about how auxin regulates lateral root development.

## Introduction

The architecture of the root system depends on the density of lateral roots (LRs) formed along with the extent of root branching. LRs are initiated from mature pericycle cells lying adjacent to the xylem pole, referred to in *Arabidopsis thaliana* as the xylem pole pericycle [1, 2]. A subset of these cells, namely the founder cells, undergo a series of highly organized divisions to form an LR primordium, which eventually develops into an LR. The entire process of LR development, from its initiation to its emergence, is regulated by auxin [1, 3, 4]. The accumulation of auxin in protoxylem cells results in the priming of neighboring pericycle cells to gain founder cell identity, forming an LR pre-branch site [5]. This auxin signaling is mediated by the proteins ARF7 and ARF19, which act in the IAA14/28-dependent pathway [6, 7]. LR initiation depends on the transcriptional activation, through the involvement of the transcription factor *LBD16* and *LBD18*, of either *E2Fa* or *CDKA1;1* and *CYCB1;1* [8, 9]. Other downstream targets such as EXP14 and EXP17 and the products of certain cell wall loosening-related genes are also either directly or indirectly regulated by LBD18 to promote the emergence of an LR [10–12]. LBD18 has been also found to control LR formation through its interaction with GIP1, which results in the transcriptional activation of *EXP14 [13]*.

LBD transcription factors are among the most well studied downstream targets of ARF7 and ARF19 [14]. ARF7 has also been found to control LR emergence through its regulation of *IDA* and genes which encode leucine-rich repeat receptor-like kinases such as *HAE* and *HSL2* [15]. These interactions take place in the overlaying tissues, thereby influencing cell wall remodeling and cell wall degradation during LR emergence [15].

Here, the product of *PRH1* (*At2g19990*), a homolog of *PR-1* which has been annotated as a pathogen responsive protein [16], was identified as a novel target of ARF7-LBDs mediated auxin signaling. We provided evidence that PRH1 acted downstream of ARF7 and LBDs to control auxin-regulated LR formation.

## Results

### PRH1 is a target of ARF7-mediated auxin signaling

To identify additional targets involved in ARF7-mediated auxin signaling and LR development (Fig 1A and 1B), a comparison was made between the 8-day-old wild type (WT) or *arf7* mutant seedlings exposed to 10 μM naphthalene acetic acid (NAA) for 4 hours respectively (Figs 1C and S1A). 

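RNA from seedling roots was sequenced in 4 libraries, 1 for each condition: WT-Mock, WT-NAA, *arf7*-Mock and *arf7*-NAA. WT is the accession Col, *arf7* is a mutant of the auxin response factor gene *ARF7*, NAA is a synthetic auxin and Mock stands for seedlings without NAA. With 1 library per condition no difference has a replicate check, and a test on the reads of a pair of libraries compares those libraries, not the conditions. The sample labels describe growth in the dark, whereas the paper's methods describe a greenhouse with a photoperiod. The dose of 10 μM and the time of 4 hours come from the paper. The authors' comparison tables tag the NAA libraries N50, which the paper does not explain, so the dose is not settled by the deposited data. The authors deposited, for each transcript model of a gene, the number of reads assigned uniquely to it, its RPKM (the reads scaled to the length of the transcript and the total of the library) and the percent of its length covered by reads. The paper's text refers to an earlier study for the method and does not name the aligner. Reads fell on 27307 transcript models of 23425 genes, 24244 of these models in WT-Mock, 23916 in WT-NAA, 24098 in *arf7*-Mock and 24123 in *arf7*-NAA. The median over the models with reads was between 43 and 46 reads in each library. A count of 0 allows up to 3 reads.

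For each gene the log2 ratio of RPKM between the libraries of a comparison was computed, with 0 reads set to 3 where the other library had reads. The reads were compared by an exact two-sided binomial test given the library totals. Intervals are exact 95% intervals, Clopper-Pearson for a ratio and Poisson for the reads of 1 library, and cover counting error only. The median log2 ratio over all genes lay between 0.01 and 0.05 in the 4 comparisons, and the values given first have no further scaling. *ARF7* itself (AT5G20730.2) had 5 reads in WT-Mock, 12 in WT-NAA, 8 in *arf7*-Mock and 3 in *arf7*-NAA, which covered between 1.40% and 2.10% of its length. Its difference between *arf7*-Mock and WT-Mock was not detectable at this depth (exact binomial test, p = 0.41), and in *arf7*-NAA VS WT-NAA its log2 ratio was -1.92 (interval -4.39 to -0.03, exact binomial test, p = 0.036) with few reads in both libraries. Reads shared by the transcript models of a gene are not among the reads assigned uniquely to a model. Genes whose only listed transcript model is numbered 1 had a median coverage of 79.0% in WT-Mock. The 4008 genes with a listed model numbered 2 or higher, *ARF7* among them, had a median coverage of 6.93% and a median of 10 reads. Some of these 4008 genes list only that model.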

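The libraries were compared in 4 ways: WT-NAA VS WT-Mock, *arf7*-NAA VS *arf7*-Mock, *arf7*-Mock VS WT-Mock and *arf7*-NAA VS WT-NAA. With P under 0.0001 in the exact binomial test and a log2 ratio of at least 1 in either direction, 252 of 25736 transcript models with reads differed in WT-NAA VS WT-Mock, 95 of them higher and 157 lower in WT-NAA. In *arf7*-NAA VS *arf7*-Mock 180 of 25812 differed, 88 higher and 92 lower. In *arf7*-Mock VS WT-Mock 235 of 25836 differed, 105 higher and 130 lower. In *arf7*-NAA VS WT-NAA 316 of 25717 differed, 132 higher and 184 lower. The authors' deposited comparison tables hold 242, 156, 230 and 299 transcript models in the same order, and all of these were also called here.

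Named here are the largest changes among called genes with at least 10 reads in both libraries. In WT-NAA VS WT-Mock these were the rises of AT1G19210 (log2 ratio 2.75, 66 against 10 reads) and *AIR1* (2.59, 7421 against 1255 reads) and the falls of *CYP81F2* (-4.23, 24 against 459 reads) and AT1G21120 (-3.74, 47 against 639 reads). In *arf7*-NAA VS *arf7*-Mock they were the rises of AT3G15670 (3.68, 162 against 13 reads) and *ICL* (2.77, 2274 against 342 reads) and the falls of AT1G73120 (-2.90, 13 against 100 reads) and *CYP82C4* (-2.51, 16 against 94 reads). In *arf7*-Mock VS WT-Mock *GH3.3* (2.96, 697 against 94 reads) and *CYP82C4* (2.81, 94 against 14 reads) were higher, and *PDF2* (-3.33, 12 against 126 reads) and *ATMYBL2* (-3.12, 10 against 91 reads) were lower. In *arf7*-NAA VS WT-NAA *GH3.3* (3.32, 1622 against 171 reads) and *UGT84A1* (2.90, 170 against 24 reads) were higher, and *CDEF1* (-4.54, 64 against 1575 reads) and *AIR1* (-4.40, 334 against 7421 reads) were lower.

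The binomial test covers counting error and leaves out the spread between replicate plants, which 1 library per condition cannot measure. Of the alternatives tried, edgeR's exact test with an assumed biological coefficient of variation (the relative spread between replicates) of 0.4 moved the counts most, to 2, 8, 1 and 17 transcript models in the order of the comparisons above.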

Based on differential comparisons (WT and *arf7* with or without NAA treatment) all of the detected genes were presented in S1 Table as the raw data and the genes changed at least 2-fold (*P* < 0.0001, log_2_fold change >1) were selected as differentially expressed genes (DEGs) shown in S2 Table. The DEGs were selected based on the comparisons (WT-NAA VS WT-Mock, *arf7*-NAA VS *arf7*-Mock, *arf7*-Mock VS WT-Mock, *arf7*-NAA VS WT-NAA), which were induced by auxin and regulated by ARF7. 

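The 4 lists together held 661 transcript models. WT-NAA VS WT-Mock and *arf7*-NAA VS *arf7*-Mock, which use separate libraries, shared 26, and 13 of these changed in the same direction and 13 in opposite directions. The comparisons of *arf7* with WT, under Mock and under NAA, also use separate libraries and shared 90, of which 28 were higher and 50 lower in both *arf7* libraries and 12 changed in opposite directions. WT-NAA VS WT-Mock and *arf7*-NAA VS WT-NAA shared 76, and 75 of these changed in opposite directions. Both of the latter comparisons contain the WT-NAA library, once above and once below the ratio. Across the 13680 transcript models with at least 20 reads in every library, Pearson's r between their log2 ratios was -0.514, where genes are not independent replicates. Simulated libraries of unchanged groups gave a mean r of -0.499 for the same pair of comparisons with an assumed biological coefficient of variation of 0.2. For the NAA responses of WT and *arf7*, r across the same models was 0.0905. That r was -0.448 between *arf7*-NAA VS *arf7*-Mock and *arf7*-Mock VS WT-Mock, which share the *arf7*-Mock library.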

To narrow down the selection of candidate genes, we further adjusted the screening criteria (*P* < 0.0001, log_2_fold change >1.5 in WT-NAA VS WT-Mock), which reduces the DEGs to 23 (Fig 1D and S1B Fig). 

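A log2 ratio above 1.5 and P under 0.0001 in WT-NAA VS WT-Mock were met by 39 transcript models. Of these, 30 also had a log2 ratio of -1 or lower and P under 0.0001 in *arf7*-NAA VS WT-NAA. The 30 include all 23 genes of Fig. 1D. The other 7 were AT1G29660, AT1G50750, *ORA47*, AT2G43590, AT3G02840, *DVL10* and *RRTF1*. The log2 ratio in WT-NAA VS WT-Mock was lowest for *DIC2* (1.51) and highest for *XTH26*, with a median of 1.83. *XTH26* had 29 reads in WT-NAA and 3 in WT-Mock, so that its log2 ratio is known only within an interval of 1.61 to 5.66. AT1G19210 and AT4G13190 followed with a log2 ratio of 2.75 each, AT4G13190 from 46 and 7 reads. *ATPAP1* passed with its transcript model AT2G01180.2, which had 19 reads in WT-Mock and 57 in WT-NAA. Its model AT2G01180.1, with 79 and 83 reads, did not pass.

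Both criteria use the WT-NAA library, so that a chance excess of reads in it favours passing both. In 100 simulated sets of 4 unchanged groups, the mean number of transcript models that passed was 0 with a biological coefficient of variation of 0.1, 1.37 (at most 8) with 0.2 and 198 with 0.4. At 0.4 the same draws gave a mean of 3140 models called in WT-NAA VS WT-Mock. With the edgeR test 26 transcript models passed at an assumed coefficient of 0.1 (19 of them genes of Fig. 1D, *PRH1* included), 7 passed at 0.2 and none at 0.4. ARF7 dependence was also taken as a log2 ratio under 1 in *arf7*-NAA VS *arf7*-Mock, which shares no library with WT-NAA VS WT-Mock. Then 35 passed, 26 of them among the 30 and 19 of them genes of Fig. 1D. *PRH1* was not among these 35, nor among the 7 that passed the edgeR test at 0.2. The criterion without a shared library cuts on the log2 ratio with no test. *PRH1* missed that cut with 4 reads in *arf7*-Mock and 11 in *arf7*-NAA, too few to show whether its response depends on ARF7.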

To further explore whether these genes are involved in LR development, we then examined the expression patterns of these 23 candidate genes in LR initiation using the *Arabidopsis* eFP Browser website (http://bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi). 

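*PRH1* is listed as AT2G19990.1 (pathogenesis-related protein-1-like), on the reverse strand of chromosome 2 from 8629984 to 8630688. It had 25 reads in WT-Mock and 76 in WT-NAA, and 4 in *arf7*-Mock and 11 in *arf7*-NAA. These correspond to 4.68 RPKM (interval 3.03 to 6.91) in WT-Mock, 14.5 (11.5 to 18.2) in WT-NAA, 0.785 (0.214 to 2.01) in *arf7*-Mock and 2.22 (1.11 to 3.97) in *arf7*-NAA. The log2 ratio with NAA was 1.63 in WT (interval 0.97 to 2.35, exact binomial test, p = 2.1e-07), ranking 16 among the 23 genes of Fig. 1D, 22 among the 30 models that passed the criteria and 28 among the 95 models called higher in WT-NAA. In *arf7* the log2 ratio with NAA was 1.50 (interval -0.25 to 3.61, exact binomial test, p = 0.073), so a change with NAA in *arf7* was not detectable at this depth. The log2 ratio in WT minus that in *arf7* was 0.13, with a 95% interval from 10000 Poisson draws of the reads of -2.34 to 1.87, so a difference between the responses of the genotypes was not detectable either. With edgeR's exact test and an assumed biological coefficient of variation of 0.2, the rise in WT did not pass the threshold (exact test, p = 0.0025). With a pseudocount of 1 RPKM the log2 ratio was 1.45 in WT and 0.85 in *arf7*, and *PRH1* no longer passed the threshold of 1.5.

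**Figure D1:**
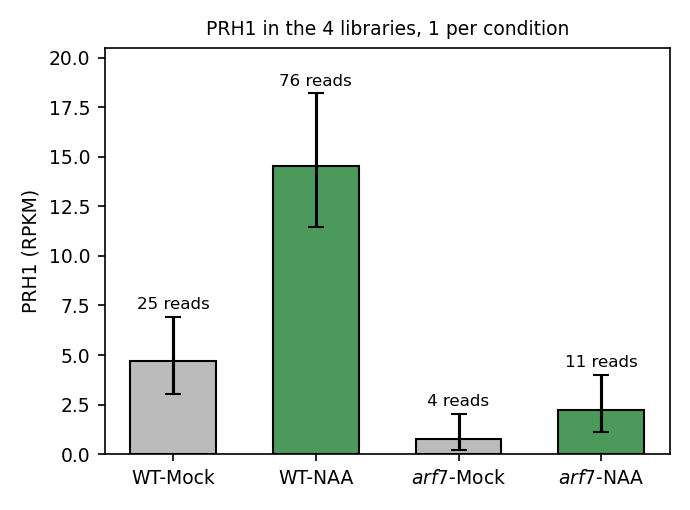
Abundance of *PRH1* in RPKM (vertical axis) in the 4 libraries (horizontal axis), 1 per condition. Bars show the value of each library and error bars its 95% interval from the reads, which are printed above each bar and range from 4 to 76.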

After this analysis, eight of the candidate DEGs were expressed in the process of LR initiation induction, and then we focused on the *PRH1* (At2g19990), which displayed the highest induction by auxin while the induction was absent in *arf7*, for further investigations (Fig 1E, S1B and S1C Fig).

**Fig 1:**
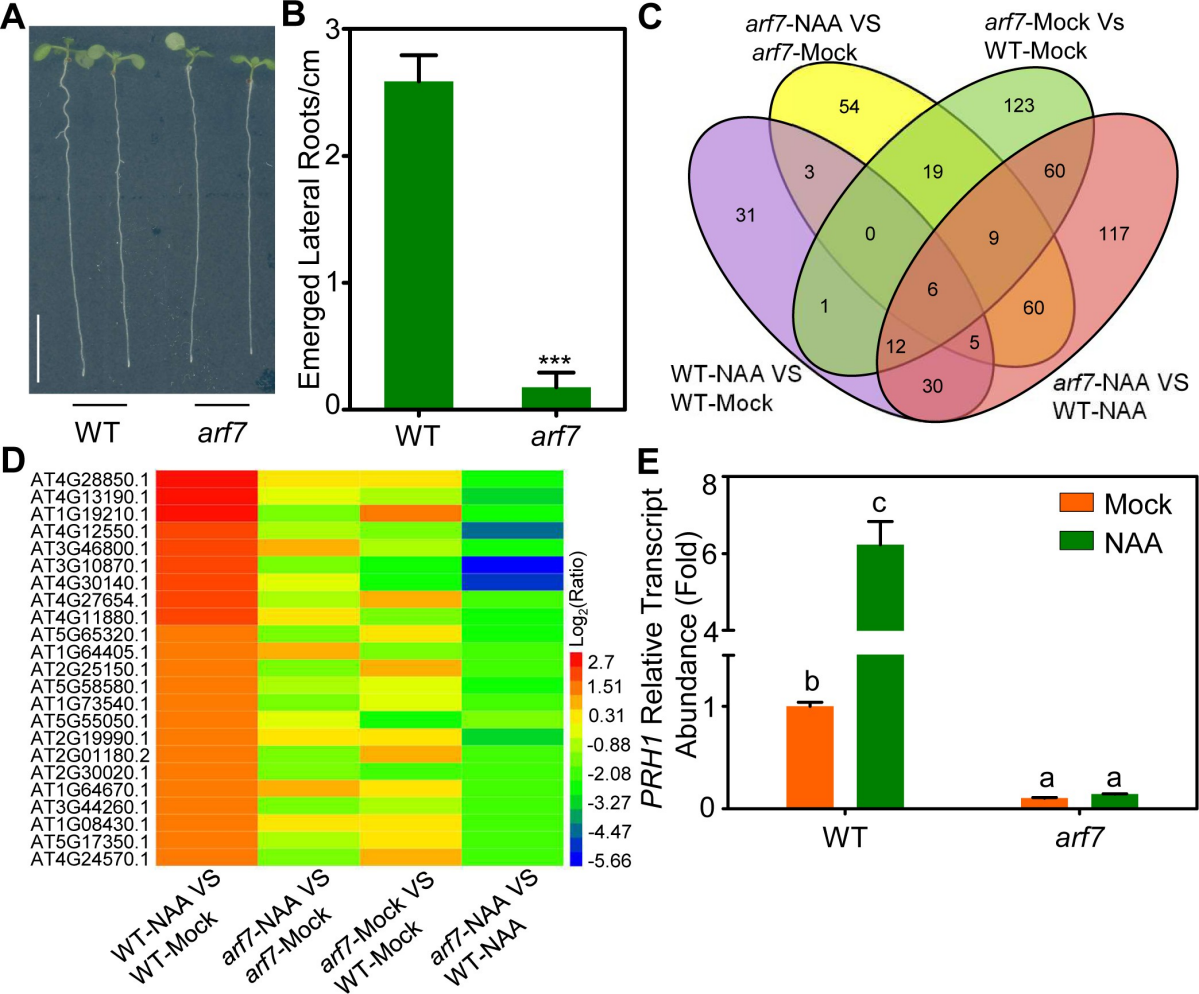
*PRH1* is a downstream target of ARF7-mediated auxin signaling. (A) Eight-day-old seedlings of WT and *arf7*. Scale bar: 1 cm. (B) The ratio between the number of the emerged lateral roots and the length of the primary root of WT and *arf7* seedlings. Data shown as mean±SE, three biological replicates in the experiment, 20 plant seedlings for each repeat. ***: the mutant’s performance differs significantly (*P*<0.001) from that of WT. (C) Venn diagram indicating the overlap of differentially expressed genens between the four datasets (Col-NAA VS Col-Mock, *arf7*-NAA VS *arf7*-Mock, *arf7*-Mock VS Col-Mock and *arf7*-NAA VS Col-NAA) based on RNA-seq. RNA-seq analysis: RNA was extracted from the primary roots of eight-day-old seedlings exposed or not exposed to 10 μM NAA for 4 hours. NAA: naphthalene acetic acid. (D) Heat map of the differentially expressed genes induced by auxin and regulated by ARF7 according to RNA-seq data. (E) The relative transcript abundance of *PRH1* in the roots of eight-day-old WT and *arf7* seedlings exposed (green) or not exposed (orange) to 10 μM NAA for 4 hours. The relative transcript abundance is relative to the untreated WT. Values represent averages of three biological replicates in the experiment, and the total mRNA was extracted from about 100 seedlings for each repeat. Error bars represent SE. Different letters atop the columns indicate significant (*P*<0.001) differences in abundance.

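The genes of the heat map, and the 7 other models that passed the criteria, were induced in WT, and the remaining comparisons describe them in *arf7*. Of the 30 transcript models that passed the criteria, 11 were higher and 19 lower in *arf7*-NAA than in *arf7*-Mock. In that comparison 6 of the lower ones and none of the higher ones passed both thresholds. Of these 6, 1 is in the heat map (AT1G73540) and 5 are among the 7 models outside it. The log2 ratios ran from -1.80 for *RRTF1*, which the heat map does not show, to 1.50 for *PRH1*, and 4 models had a ratio of at least 1. In *arf7*-Mock VS WT-Mock, 18 were higher and 12 lower, with 7 and 2 of them past both thresholds. Of the models past both thresholds there, 4 are in the heat map and 5, all higher in *arf7*-Mock, are not. The 15 models higher in *arf7*-Mock than in WT-Mock and lower in *arf7*-NAA than in *arf7*-Mock include *RRTF1* (61 reads in WT-Mock, 228 in WT-NAA, 175 in *arf7*-Mock and 49 in *arf7*-NAA). *CDEF1*, which has 334, 1575, 57 and 64 reads in the same order, was lower in *arf7*-Mock and changed little with NAA in *arf7* (log2 ratio 0.21, exact binomial test, p = 0.47).

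**Figure D2:**
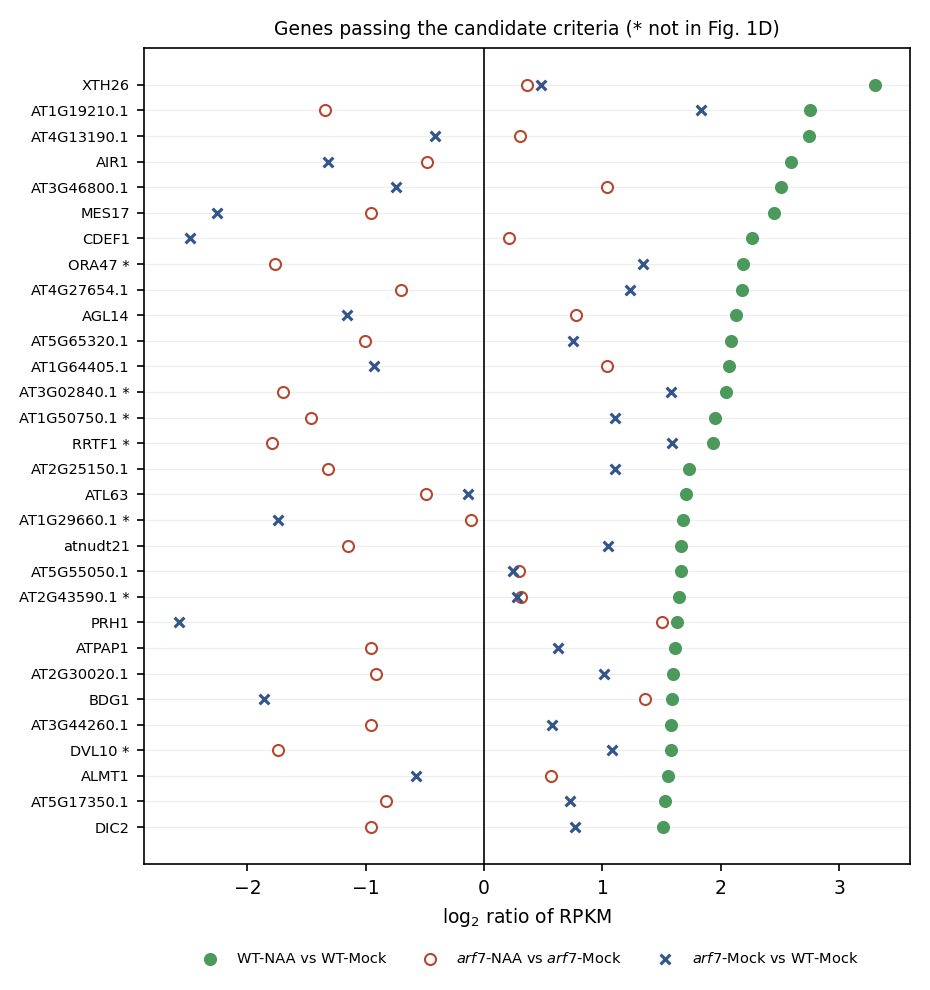
Log2 ratio of RPKM (horizontal axis) of the 30 transcript models that passed the criteria (vertical axis), from 1 library per condition. Green points show WT-NAA VS WT-Mock and lie at 1.51 or higher, open circles show *arf7*-NAA VS *arf7*-Mock and lie between -1.80 and 1.50, and crosses show *arf7*-Mock VS WT-Mock. An asterisk marks the 7 genes that Fig. 1D does not show.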

*PRH1*, a homolog of *PR-1* has been annotated as encoding a pathogen-responsive protein and was also named as PR-1-LIKE [16]. There are 11 members in the family in *Arabidopsis*, and most of them are defense-related genes (S2A Fig) [17–19]. Expression of *PRH1* is not salicylic acid responsive and the biochemical function is unknown [16]. Considering that *PRH1* was induced by auxin (Fig 1E), the auxin induced *GH3*.*5* was used as a positive control and the *PRH1* expression was examined through time-coursed treatment with auxin (treated with 10 μM naphthalene acetic acid, NAA). The result showed that *PRH1* is transcriptionally regulated by auxin and there was a significant induction after 2 hours of auxin treatment (S2B Fig). The *GUS* expression analysis in 8-day-old seedlings carrying a *PRH1pro*:*GUS* transgene implied that *PRH1pro*:*GUS* is expressed in the cells overlying/surrounding the lateral root primordium (LRP), especially at endodermis or cortex cells overlying the primordium in WT background (Fig 2A; S2C Fig), and the level of GUS activity was greatly enhanced following exposure of the plants to auxin (Fig 2B). When the *PRH1pro*:*GUS* transgene was expressed in the *arf7* mutant background, the *PRH1pro*:*GUS* expression was strongly suppressed, and auxin treatment only slightly induced the expression of *PRH1pro*:*GUS* (Fig 2C and 2D). Consistently, *PRH1* expression was completely non-responsive to auxin treatment in *arf7* according to our qPCR assays (Fig 1E). The conclusion was that the auxin-responsive *PRH1* is mainly expressed in the cells overlying/surrounding the LRP and its expression is dependent on ARF7-mediated auxin signaling.

**Fig 2:**
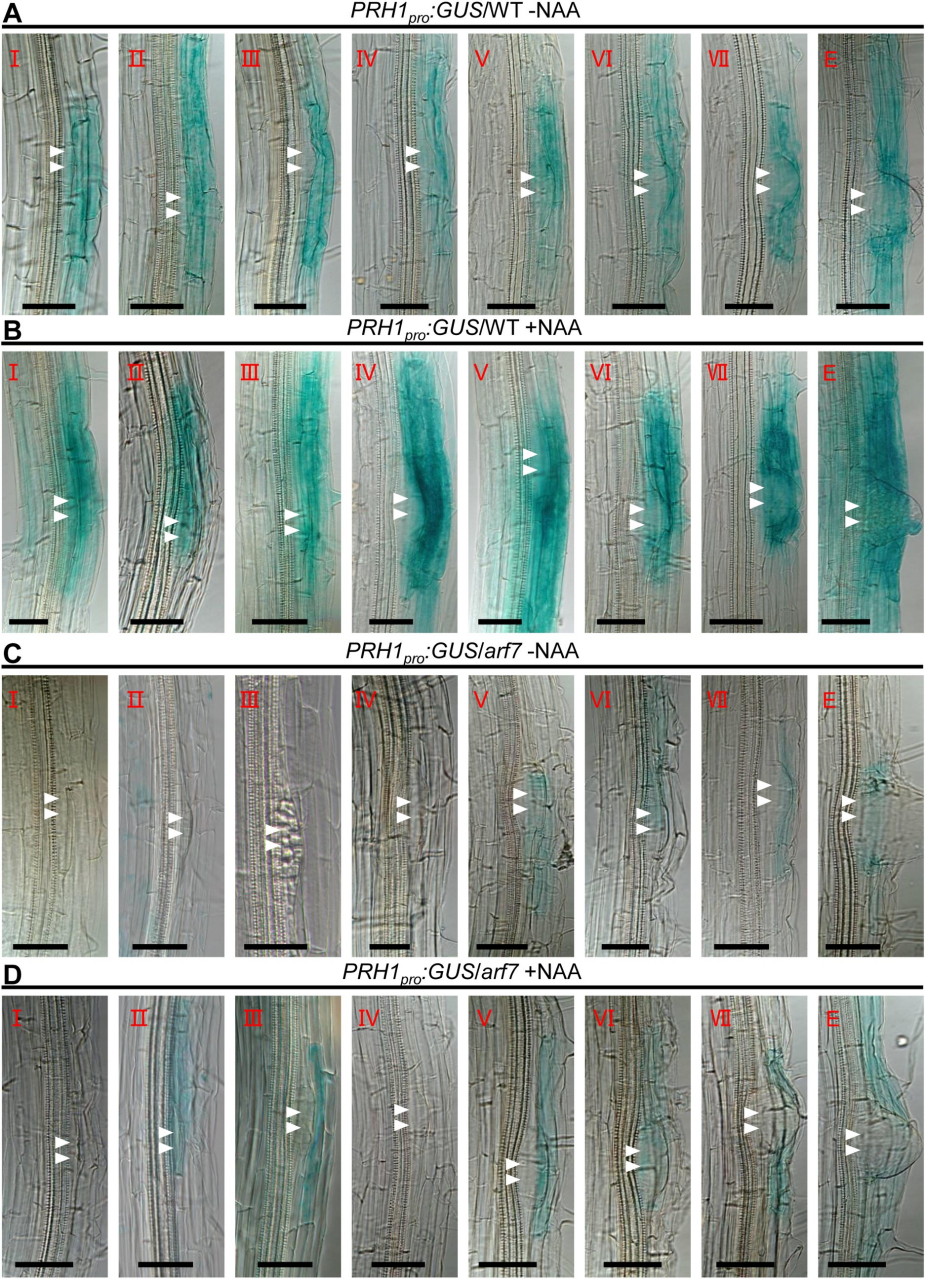
Histological localization and expression of *PRH1pro*:*GUS* transgene during LR formation. (A) and (B) *PRH1* is expressed in the cells overlying/surrounding the lateral root primordium(LRP) in WT seedlings not exposed to auxin(A), and the intensity of its expression is strongly enhanced when the plants were treated with 10 μM naphthalene acetic acid (NAA) for 4 hours (B). (C) and (D) GUS activity is suppressed in non-treated *arf7* seedlings (C), and even more so in treated ones (D). NAA: naphthalene acetic acid. Before GUS staining the seedlings were soaked for 4 hours in liquid half strength Murashige and Skoog (MS) medium, which containing 10 μM NAA or not. The developmental stages (I through VII and E) of the LRs are indicated in the top left corner. GUS (β-glucuronidase) signals are shown in blue. Stages I to VII of primordia were based on the classification by Malamy and Benfey [1], E: Emerged lateral roots, Scale bars: 50 μm.

### PRH1 acts downstream of ARF7 to regulate LR development

To address if auxin-induced *PRH1* expression is involved into LR development, we examined the LR phenotypes in both *prh1* mutants and the *PRH1* over-expression lines (Fig 3A and 3B; S3B Fig). The third allele of *prh1* (*phr1-3*) generated via Crispr-cas9 system [20] was also used for the LR phenotype analysis (S3A Fig). The primordia numbers of 8-day-old seedlings at various stages were counted of all these three *prh1* mutant alleles. The results showed that primordium development was affected. The numbers at stage I and Ⅳ were increased and at the later periods (stage Ⅵ, Ⅶ and emerged) were reduced (Fig 3A). Examination of LR development in *prh1* mutants showed that the absence of a functional copy of *PRH1* inhibited the formation of emerged LRs (Fig 3E). The expression level of *PRH1* in its T-DNA insertion mutants and the over-expression lines were all verified (S3C Fig). The weak phenotype of *prh1-2* in the emerged stage might be result from the down-regulation of *PRH1* in this allele (Fig 3A; S3C Fig). Moreover the *PRH1pro*:*PRH1* construct was transformed in the *prh1-1* mutant, the expression of *PRH1* could complement the LR defects in *prh1-1* (S4 Fig). Though LR development was not greatly affected by the over-expression of *PRH1* in a WT background (S3B Fig), over-expression of *PRH1* could significantly increase the LR numbers of *arf7* mutant plants in the presence of exogenous NAA treatment (Fig 3C–3E).

**Fig 3:**
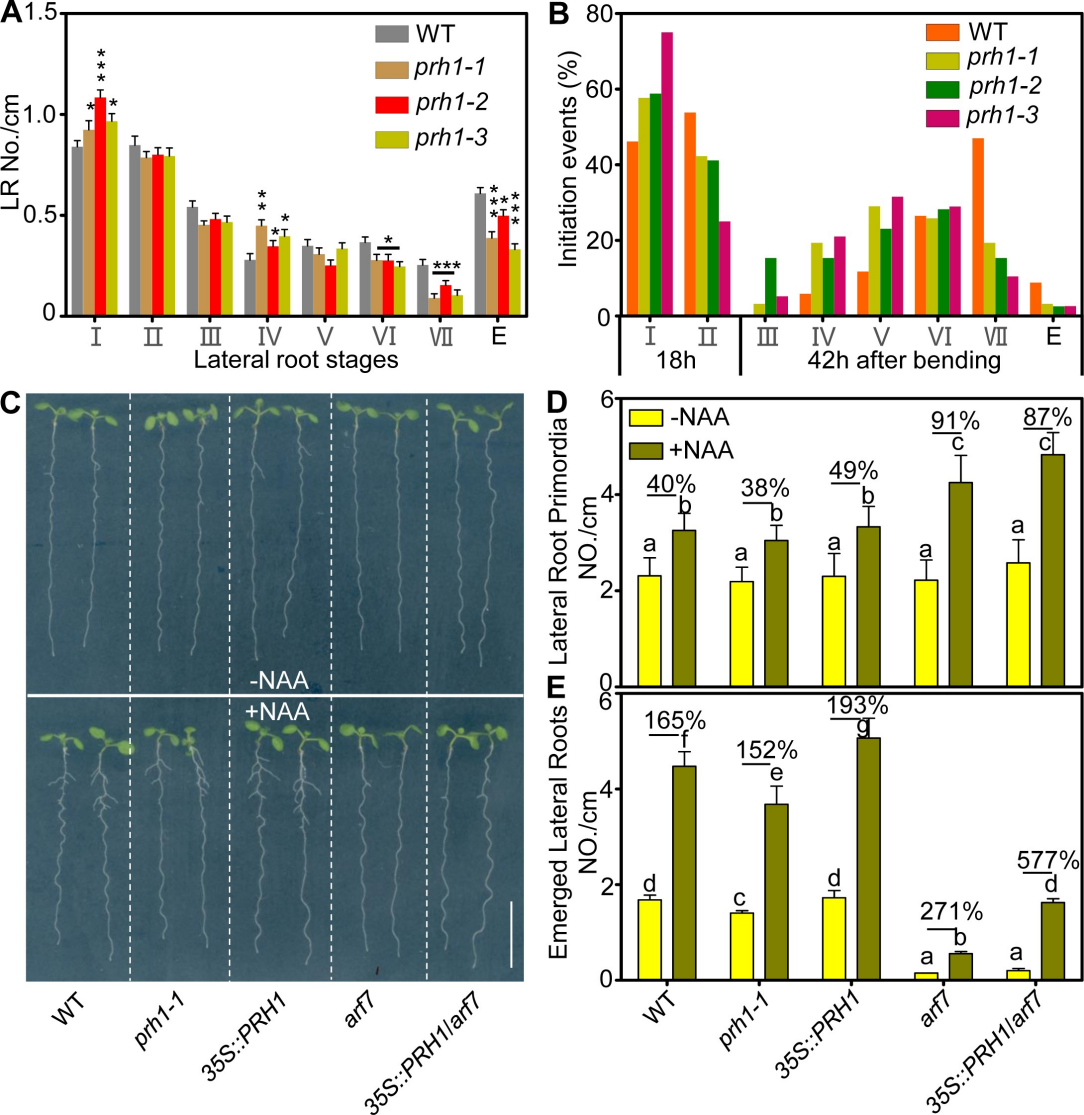
*PRH1* acts downstream of ARF7-mediated lateral root (LR) development. (A) Density of primordia at given stages. Stages I to VII of primordia were based on the classification by Malamy and Benfey [1], E: emerged lateral roots, *,**, ***: means differ significantly (P<0.05, P<0.01, P<0.001) from the WT control. (B) The synchronized initiation of lateral root primordia were induced using gravitropic stimulation at the site of root bending in the 3-day-old seedlings of WT, *prh1-1*, *prh1-2* and *prh1-3*. Phenotypic analysis of lateral root (LR) emergence was achieved after 18 h and 42 h gravistimulus compared with WT (Col-0) and the LR emergence is delayed in *prh1* mutants. Lateral root primordium stages (from I to VII according to previous descriptions from 1997 Benfey [1]) were analyzed from 30 seedlings. (C) Eight-day-old seedlings of WT, *arf7*, *prh1-1* mutants and transgenic lines harboring either *35S*::*PRH1* or *35S*::*PRH1/arf7*. The upper panel shows the seedlings grown on 1/2 MS medium without NAA addition and the lower panel shows the seedlings grown on 1/2 MS medium containing 30 nM NAA. Bar: 1 cm. (D and E) Density of lateral root primordia (D) and emerged lateral roots (E) of the 8-d-old seedlings grown on the half strength Murashige and Skoog (MS) medium containing 30 nM NAA or not. The percentage values represent the increase with NAA treatment. The density was the ratio between lateral roots number and the length of primary root. NAA: naphthalene acetic acid. Different letters atop the columns indicate significant (*P*<0.05) differences in abundance. Data shown as means±SE, three biological replicates in the experiment, 20 plant seedlings for each repeat.

To further confirm the role of PRH1 in LR formation, we did LR analysis of *prh1* mutants through a gravistimulation-based bioassay [21–23]. After synchronizing LR formation with a gravistimulus for 18 h, we observed a delayed transition from stage I to stage II of LR development which was shown by the increased LR I (lateral root stage I) ratio and decreased LR II (lateral root stage II) ratio in *prh1* mutants (Fig 3B). Then we examined the phenotype of mutant seedlings after a gravistimulus for 42 h, and the lateral root initiation rates reduced both in stage VII and emerged ones, but increased in the earlier stages (stage IV or V) (Fig 3B). In summary, PRH1 acts downstream of ARF7 to regulate LR development.

### ARF7 directly regulates *PRH1* transcription

The observation that the abundance of *PRH1* transcript was reduced in the *arf7* mutant (Fig 1D) suggested that the gene was transcriptionally regulated by the auxin response factor ARF7. 

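Between the genotypes, the log2 ratio of *PRH1* was -2.58 in *arf7*-Mock VS WT-Mock (interval -4.56 to -1.04, exact binomial test, p = 1.2e-04) and -2.71 in *arf7*-NAA VS WT-NAA (interval -3.77 to -1.79, exact binomial test, p = 1.4e-12). The first comparison passed the log2 threshold and missed the threshold of P under 0.0001, and the second passed both. With edgeR's exact test and an assumed biological coefficient of variation of 0.2, p was 0.0016 for the Mock libraries and 5.5e-06 for the NAA libraries in that exact test. Reads covered 67.5% of the transcript in WT-Mock and 83.6% in WT-NAA, and 21.3% in *arf7*-Mock and 45.0% in *arf7*-NAA. From the lower abundance in *arf7*, the paper proposes that ARF7 regulates the gene at the level of transcription.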

The gene’s promoter sequence harbors the known auxin response elements (AuxREs) TGTC (Fig 4A). A transient expression assay carried out in *A*. *thaliana* leaf protoplasts showed that ARF7 was able to activate a construct comprising the *PRH1* promoter fused with *LUC*. The co-expression of *PRH1pro*:*LUC* and *35S*::*ARF7* had a large positive effect on the intensity of the luminescence signal (Fig 4B), consistent with the idea that ARF7 is able to activate the *PRH1pro*:*LUC* construct. A ChIP-qPCR assay confirmed the association of ARF7 with the AuxRE elements present on the *PRH1* promoter (Fig 4A and 4C), and a yeast one hybrid assay showed that ARF7 was able to bind to the *PRH1* promoter (Fig 4D). The conclusion was that the effect of ARF7 binding to the *PRH1* promoter was regulating the gene’s transcription, thereby influencing LR development.

**Fig 4:**
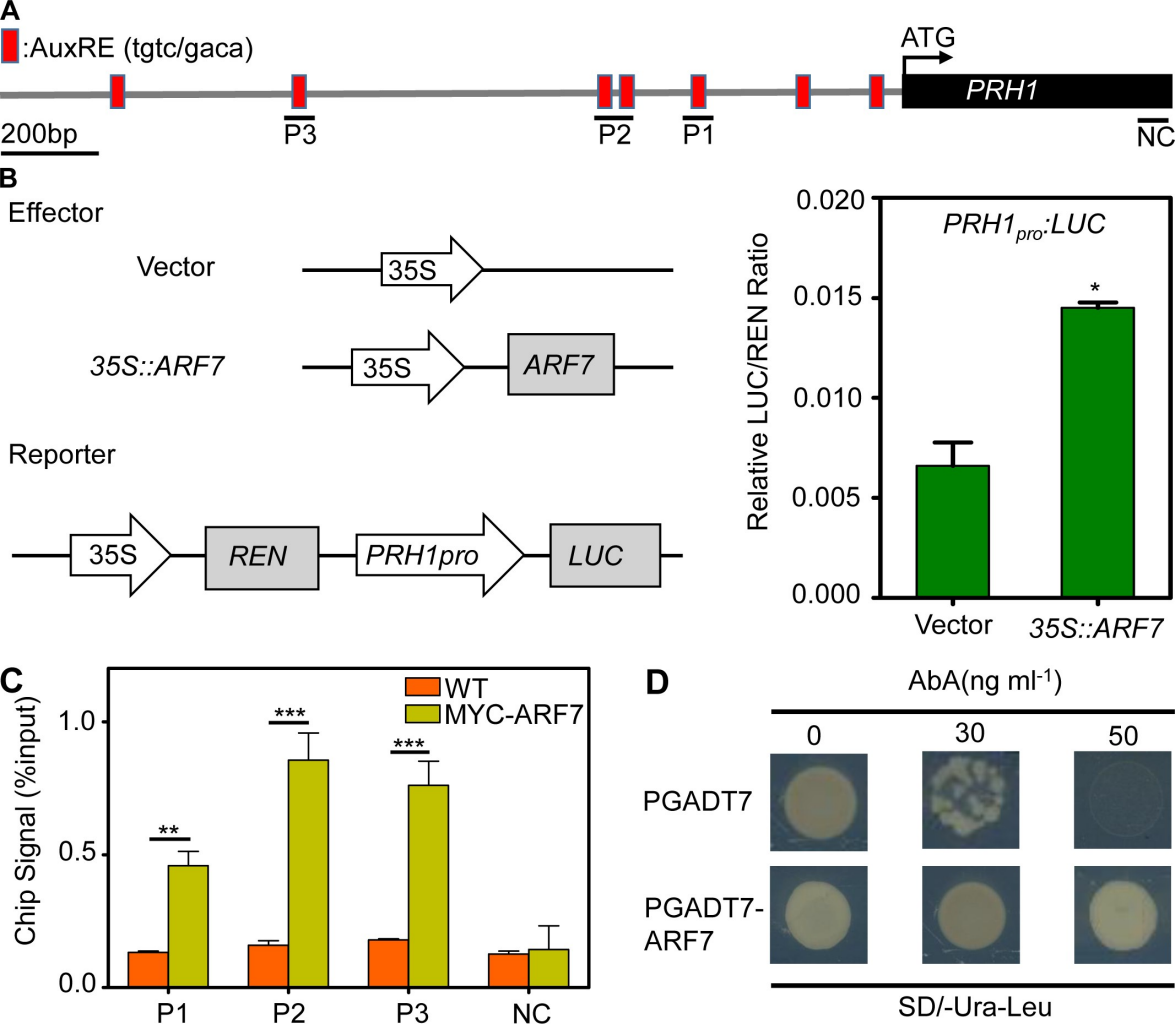
*PRH1* is regulated by *ARF7* at the transcriptional level. (A) Structure of *PRH1* promoter and the fragments used in the CHIP-qPCR assay. AuxREs are indicated by red squares, and black lines show the promoter regions containing the AuxREs used in this assay. NC: negative control. AuxREs: auxin response elements. (B) ARF7 transactivates the *PRH1* promoter in *A*. *thaliana* leaf protoplasts. The left hand panel is a schematic of the effector (*35S*::*ARF7*) and reporter (*PRH1pro*:*LUC*) constructs. The empty vector pBI221 was used as a negative control; the right hand panel shows the ratio of ARF7 drived *LUC* and the empty vector (negative control) to 35S promoter drived *REN* respectively. LUC: firefly luciferase activity, REN: renilla luciferase activity. Values shown as means±SE, three biological replicates in the experiment. *: means differ significantly (*P*<0.05) from the negative control. (C) ARF7 is associated with the *PRH1* promoter according to a CHIP-qPCR assay. Chromatin isolated from a plant harboring *35S*::*MYC-ARF7* and a WT mock control was immunoprecipitated with anti-MYC antibody following the amplification of regions P1, P2 and P3. The coding region segment NC was used as the negative control. The ChIP signal represents the ratio of bound promoter fragments (P1-P3) after immunoprecipitation to total input without immunoprecipitation. Values shown as means±SE, three biological replicates in the experiment. **, ***: means differ significantly (*P*<0.01, *P<*0.001) from the WT control. (D) Physical interaction of ARF7 with the *PRH1* promoter according to a Y1H assay. The plasmid pGADT7-ARF7 was introduced into Y1H Gold cells harboring the reporter gene *PRH1pro*:*AbAr* and the cells were grown on SD/-Ura-Leu medium in the presence of 30 or 50 ng/mL aureobasidin A (AbA). The empty vector pGADT7 was used as a negative control.

### Auxin-induced *PRH1* expression is regulated by LBD29

Members of the LBD family are known to function downstream of ARF7 to control LR initiation and emergence [14, 24–27]. When the transcription level of *PRH1* was investigated in the three single *lbd* mutants *lbd16* (Salk_040739), *lbd18* (Salk_038125) and *lbd29* (Salk_071133) combined with or without exogenous auxin treatment, the observation was that the gene was strongly repressed in the single mutants. Though the auxin induced *PRH1* expression was normal in *lbd16* or *lbd18*, the induction was strongly reduced in *lbd29*, indicating LBD29 plays an important role in auxin induced *PRH1* expression (S5A Fig). Consistently, the over-expression of *LBD29* strongly up-regulates *PRH1* expression (S5B Fig). In addition, we also observed the up-regulation of *PRH1* expression in LBD16, LBD18 or LBD29 over-expression lines (S5B Fig). These results suggest that LBDs regulate the transcription of *PRH1*, auxin induced expression of *PRH1* is dependent on LBD29.

Since the auxin influx carrier LIKE-AUXIN3 (LAX3) has been reported to act downstream of ARF7-LBD29 auxin signaling module to facilitate LR emergence [27, 28], we also investigated the relationship between LAX3 and PRH1 through qPCR analysis. The results showed that the absence of PRH1 did not affect the expression of *LAX3* with or without auxin treatment (S5C Fig). However, in *lax3* which has defects in auxin influx, the auxin-induced *PRH1* expression was reduced (S5D Fig).

### LBDs regulate *PRH1* by binding to its promoter

The transcriptional response of *PRH1* to the loss-of-function and over-expression of certain LBDs implied that these transcription factors can also regulate *PRH1*. The *PRH1* promoter has the typical LBD protein binding elements including CGGCG and CACGTG (S6A Fig). Although the yeast one hybrid assay produced no direct evidence for the binding of LBD proteins to the *PRH1* promoter (S6B Fig), but the ChIP-qPCR assay did support the association of LBD16, LBD18 and LBD29 with the *PRH1* promoter (Fig 5A). Thus a transient expression assay in *A*. *thaliana* leaf protoplasts was used to investigate whether LBD16, LBD18 and/or LBD29 was able to influence the expression of the *PRH1pro*:*LUC* transgene. The outcome of co-expressing this construct with each of *35S*::*LBD16*, *35S*::*LBD18* or *35S*::*LBD29* was to enhance the expression of *PRH1pro*:*LUC* (Fig 5B). When a pair of effector transgenes (either *35S*::*LBD16* plus *35S*::*LBD18*, *35S*::*LBD18* plus *35S*::*LBD29* or *35S*::*LBD16* plus *35S*::*LBD29)* was introduced, the *PRH1pro*:*LUC* expression was even more strongly activated (Fig 5B). The overall conclusion was that the LBDs regulate *PRH1* expression by directly binding to its promoter.

**Fig 5:**
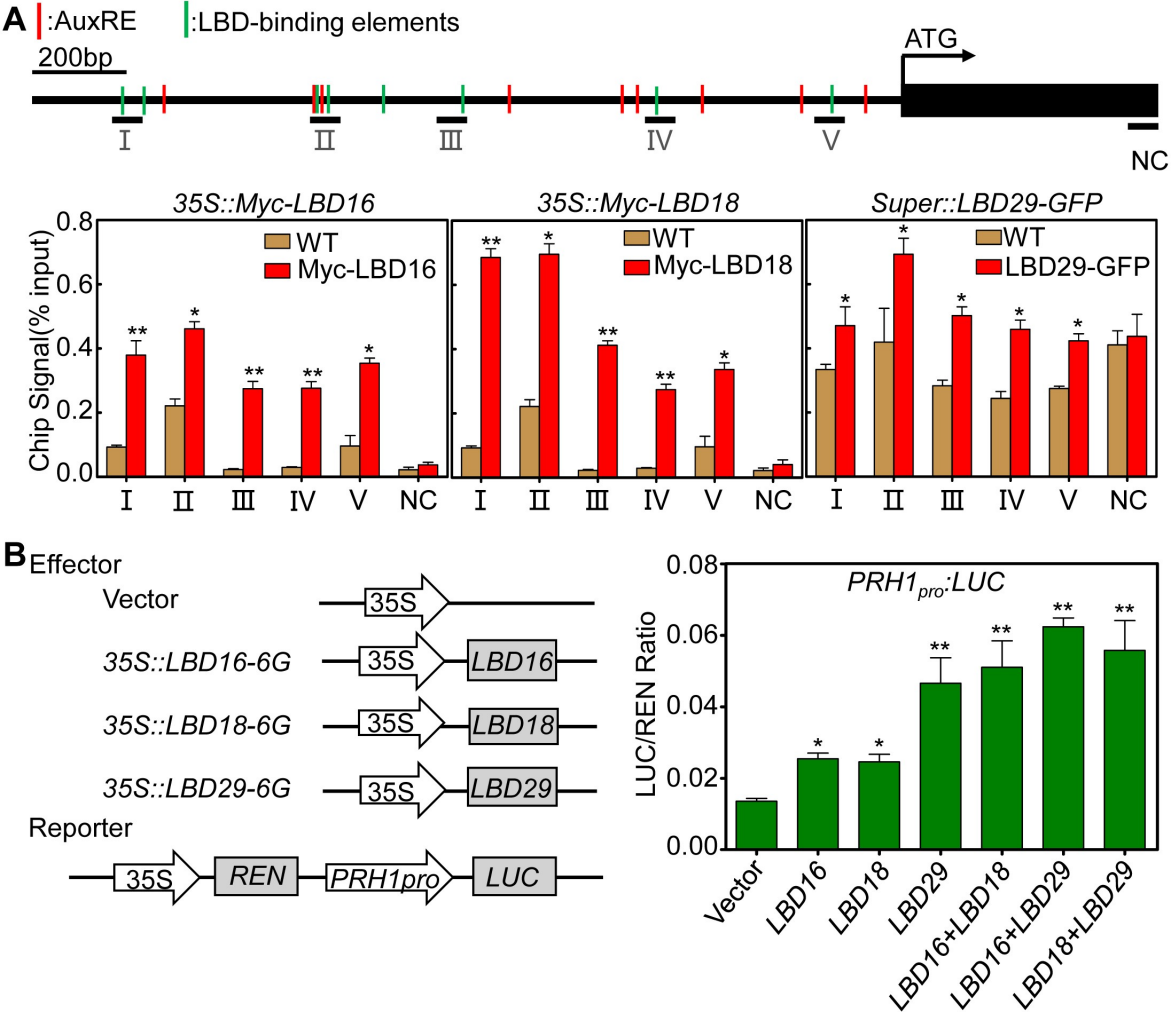
The transcription of *PRH1* is activated by LBD. (A) LBDs associated with the promoter of *PRH1* according to a CHIP-qPCR assay. The upper panel shows the structure of the *PRH1* promoter, and five uniformly distributed sites (black lines) were selected for the CHIP-qPCR assay. Sites II and III include the LBD29 and LBD18 binding motif (See S6 Fig). NC: negative control. The red lines indicate the AuxREs (auxin response elements) and the green lines indicate LBD-binding elements [12, 44]. The lower panel demonstrates the ratio of bound promoter fragments (Ⅰ-Ⅴ) after immunoprecipitation to total input without immunoprecipitation. The samples were derived from WT seedlings (negative control) and those harboring one of the transgenes *35S*::*Myc-LBD16* (Myc-LBD16), *35S*::*Myc-LBD18* (Myc-LBD18), *Super*::*LBD29-GFP* (LBD29-GFP) [44, 49]. Values shown as means±SE, three biological replicates in the experiment. * Represents a comparison of the signal arising from the Myc/GFP-fused LBD with WT in the corresponding genomic region. *, **: means differ significantly (*P*<0.05, *P<*0.01) from the WT control. (B) LBDs transactivate the *PRH1* promoter in *A*. *thaliana* leaf protoplasts as shown by a transient dual-luciferase assay. The reporter gene (*PRH1* promoter driving *LUC*) was co-transformed with one or two of the constructs *35S*::*LBD16*, *35S*::*LBD18* and *35S*::*LBD29*. The empty vector pBI221 was used as negative control. Values shown as means±SE, three biological replicates in the experiment. *, **: means differ significantly (*P*<0.05, *P<*0.01) from the WT control.

### LBD regulated LR development is partially dependent on PRH1

To further study if LBDs regulated *PRH1* transcription is involved into LBD-mediated LR development, we crossed *35S*::*PRH1* with *lbd16*, *lbd18* or *lbd29* mutants and analyzed LR phenotypes of the generated double mutants. Compared to *lbd16*, *lbd18*, *lbd29* single mutant plants, the generated *35S*::*PRH1/lbd16*, *35S*::*PRH1 lbd18* or *35S*::*PRH1/lbd29* double mutants have increased LR numbers, especially in the presence of auxin treatment (Fig 6), indicating that *PRH1* is involved into LBD-mediated LR development.

**Fig 6:**
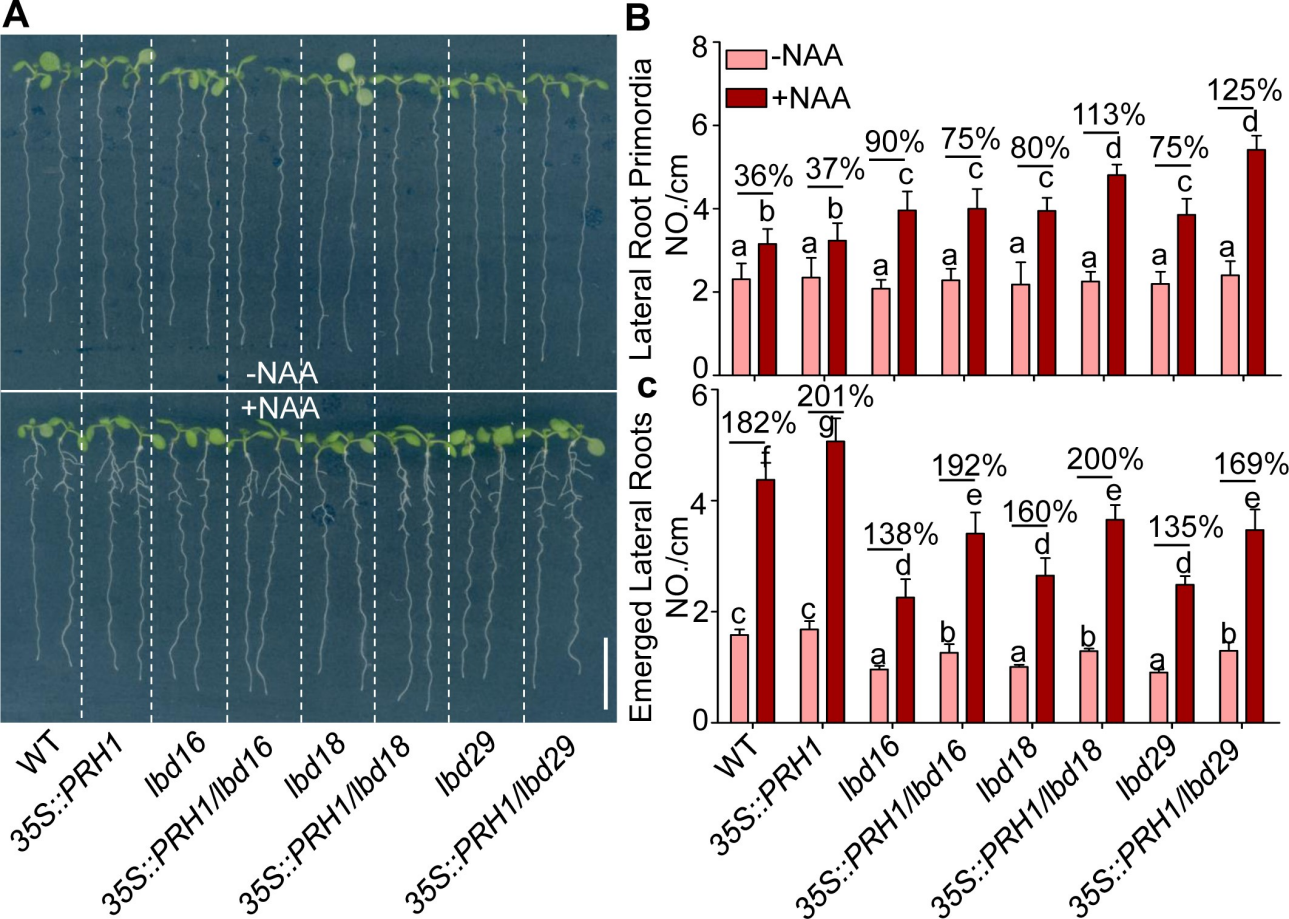
The over-expression of *PRH1* partially alleviates the defective development of lateral roots (LRs) in the *lbd* mutant. (A) Eight-day-old seedlings of WT, the mutants *lbd16*, *lbd18* and *lbd29*, and the transgenic lines harboring *35S*::*PRH1*. The upper panel shows the seedlings grown on 1/2 MS medium without NAA addition and the lower panel shows the seedlings grown on 1/2 MS medium containing 30 nM NAA. Scale bar: 1 cm. (B and C) Density of lateral root primordia (B) and emerged lateral roots (C) in eight-day-old seedlings grown on the 1/2 MS medium containing 30 nM NAA or not. The percentage values represent the increase with NAA treatment. The density was the ratio between lateral roots number and the length of primary root. NAA: naphthalene acetic acid. Data shown as means±SE, three biological replicates in the experiment, 20 plant seedlings for each repeat. Different letters atop the columns indicate significant (*P*<0.05) differences in abundance.

To determine the subcellular localization of PRH1, the cytosolic marker ADH-RFP [29] or plasma membrane maker ZmCRN-mCherry [30] were coexpressed with PRH1-GFP in N. benthamiana leaf cells (S7 Fig). The green signals from PRH1-GFP were merged with the red signals from ADH-RFP, indicating that PRH1 is localized in the cytosol. Given the LR phenotype of *prh1* mutants and its expression pattern, the expression levels of some cell wall formation related genes were detected in *prh1-1*. We found some *EXPANSIN* genes, including *EXP3 EXP8 EXP11* and *EXP14* which were all involved in cell wall loosening [12, 31], were down-regulated in *prh1* (S8 Fig). Therefore, PRH1 might regulate LR emergence by influencing the *EXPANSIN* gene expression.

According to this study together with the previous reports, a proposed model was given in Fig 7. PRH1 is involved in ARF7-LBD dependent auxin signaling pathway regulating lateral root development. PRH1 acts as a downstream gene of both ARF7 and LBDs by the direct transcriptional regulation and then affects the expression of some EXPANSIN genes. Meanwhile LAX3 acts downstream of LBD29 to control IAA accumulation in the epidermits and cortex [32], and thus influences auxin-induced *PRH1* expression indirectly.

**Fig 7:**
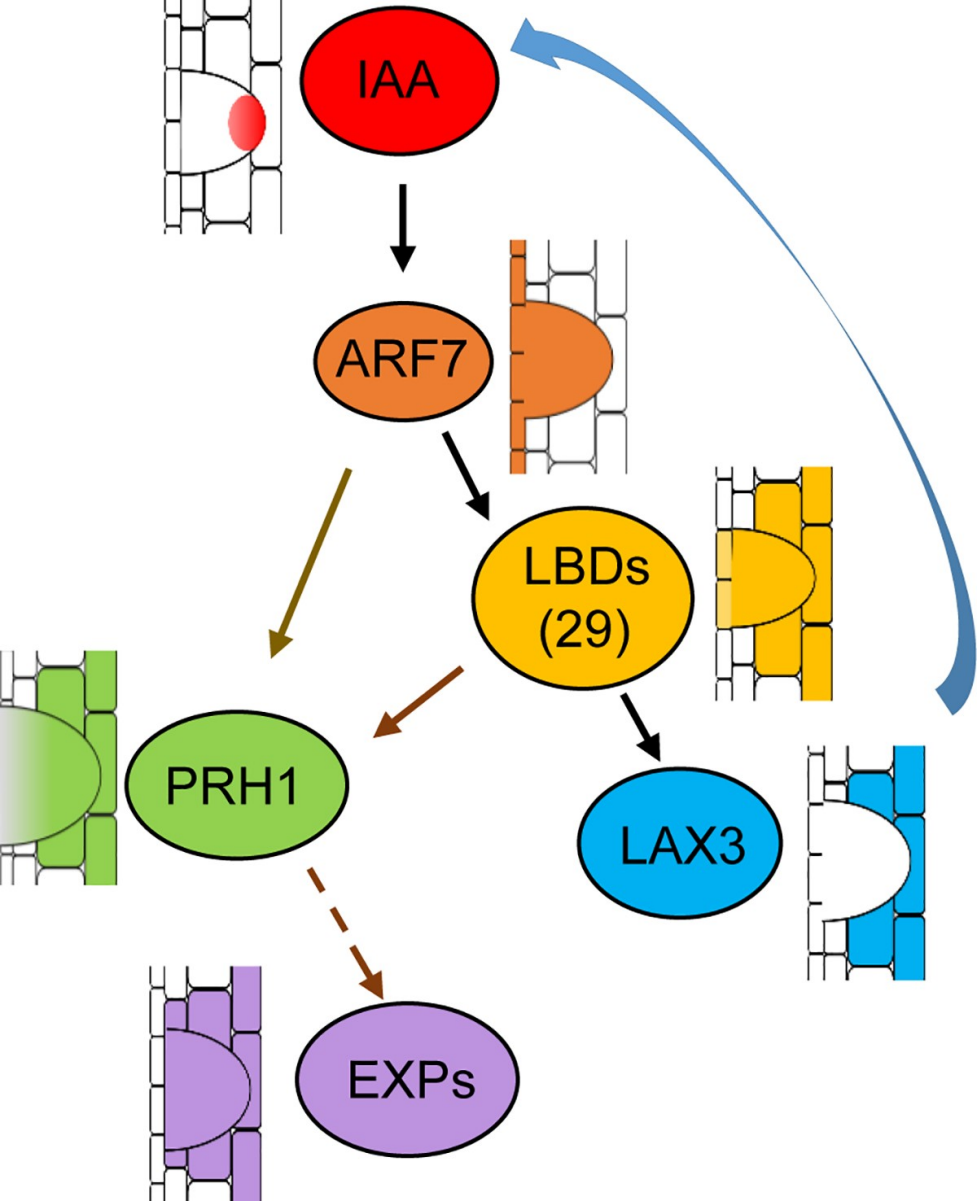
A working model of the regulation of LR development by PRH1. Auxin induced *PRH1* expression is dependent on both ARF7 and LBDs. LAX3, which acts downstream of LBD29, also indirectly regulates *PRH1* expression through controlling IAA accumulation in the epidermits and cortex. PRH1 may promote LR emergence by regulating the expression of *EXPANSIN* genes. *ARF7* is expressed in pericycle and primordium [33]; *LBD16* is expressed in the primordium at earlier stages [9]; *LBD18* and *LBD29* are expressed in the LR primordium and overlying tissues [27]; *LAX3* is expressed in the epidermis and cortex cells above the primordia [27]. The histological localization of PRH1 is in the cells overlying/surrounding the lateral root primordium. PRH1 might regulate LR emergence through influencing the expression of *EXPs* that affecting cell wall loosening.

## Discussion

### The product of the auxin-induced gene PRH1 controls LR formation

The role of auxin in LR development has been extensively investigated. During the initiation of LR, auxin signals are transduced through the two distinct AUX/IAA-ARFs modules IAA14-ARF7/ARF19 and IAA12-ARF5 [6, 33–36]. This process establishes LR founder cell identity, which is the initial step towards the formation of a LR. Auxin is also involved in LR emergence, since it controls the activation of *IDA*, *HAE* and *HSL2* which encode cell wall remodeling enzymes and of genes encoding various expansions in the endodermal cells which lie above the LR primordia [11, 15, 37]. Members of the *LBD* gene family encode transcription factors, characterized by their LOB domain [38], which act downstream of ARF7-mediated auxin signaling to control LR formation [13, 24–26].

Here, the *PR-1* homolog gene *PRH1* was identified as a novel target of ARF7-mediated auxin signaling. Otherwise we have compared our RNA-Seq data to the previous datasets of lateral root induction, recommend in Lewis et al [39] and Himanen et al [40]. Consistently, all these studies showed that the expression of *PRH1* was induced by auxin and the induction depended on ARF7. Although the over-expression of *PRH1* in a WT background was not associated with any LR phenotype, its over-expression in *arf7*, *lbd16*, *1bd18* or *lbd29* mutant backgrounds led to a partial rescue of the compromised LR phenotype, especially under auxin treatment (Figs 3 and 6). The more striking rescued LR formation by overexpression of *PRH1* in *lbd* mutants than that in *arf7* suggests additional factors other than LBDs act downstream of ARF7. The *PRH1* promoter directs its product primarily to the cells overlying/surrounding the lateral root primordium (as shown by the site of GUS expression in plants expressing a *PRH1pro*:*GUS* transgene), which is consistent with the proposed role of PRH1 in LR formation. Auxin treatment strongly induced the expression of the *PRH1pro*:*GUS* transgene in a WT (Fig 2A and 2B), but not in an *arf7* background (Fig 2C and 2D), which implied that the auxin-induced expression of *PRH1* must depend on the presence of a functional copy of *ARF7*. LBD proteins, especially LBD29, are also involved in the induction by auxin of *PRH1*. Experimentally, it was shown that both ARF7 and LBDs were able to bind to the *PRH1* promoter (Figs 4 and 5). As some of the LBD-binding and AuxRE elements close to each other in *PRH1* promoter (Fig 5A), it will be of future interest to investigate how ARF7 coordinates with LBDs to mediate auxin signaling and therefore to control the expression of *PRH1*. In addition, the auxin influx carrier LIKE-AUXIN3 (LAX3) which acts downstream of ARF7-LBD29 auxin signaling module to control LR emergence [27, 28], might be involved into auxin-induced *PRH1* expression through the regulation of local auxin transport and local auxin accumulations.

The homo- and heterodimerization of LBD proteins are thought to be an important determinant of LR formation [26, 41]. The AtbZIP59 transcription factor has been reported to form complexes with LBDs to direct auxin-induced callus formation and LR development [42]. All these results suggest that homodimerization and heterodimerization of signaling components are important in LR formation. Here, it was shown that *PRH1* was mainly expressed in the cells overlying the primordium (Fig 2) and there was a LR emergence defect in the *prh1* mutants. Several of the *EXPANSIN* genes were down-regulated in *prh1-1*(S8 Fig), indicating that PRH1 might regulate LR emergence through influencing cell wall loosening. Whether PRH1 regulates LR formation through a direct interaction with LBDs, AtZIP59 and other factors which have been shown to control LR development, is still an open question for the future.

## Materials and methods

### Plant materials and growing conditions

*A*. *thaliana* ecotype Col-0 was used as the wild type (WT), and all mutants and transgenes were constructed in a Col-0 background. The mutants comprised a set of T-DNA insert lines obtained from the *Arabidopsis* Biological Resource Center (ABRC, Columbus, OH, USA), namely *prh1-1* (GK_626H08), *prh1-2* (Salk_014249), *lbd16* (Salk_040739), *lbd18* (Salk_038125) [43] and *lbd29* (Salk_071133) [27], along with *arf7* (Salk_040394) [33]; *lax3* [28]; the transgenic lines were *Super*::*LBD29-GFP* [44], *35S*::*MYC-LBD16*, *35S*::*MYC-LBD18*, *35S*::*PRH1*, *35S*::*PRH1-GFP* (PRH1-GFP) and *PRH1pro*:*GUS*. Seeds were surface-sterilized by fumigation with chlorine gas for 4 hours, and then plated on solidified half strength Murashige and Skoog (MS) medium. All of the seeds were held for two days at 4°C and finally grown in a greenhouse delivering a 16 h photoperiod with a constant temperature of 22°C.

### Transgene constructs and the generation of transgenic lines

The 1,692 nt region upstream of the *PRH1* start cordon was used as the *PRH1* promoter, and was inserted, along with the *PRH1* coding sequence into a pENTR^TM^/SD/D-TOPO^TM^ plasmid (ThermoFisher). 

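In the reference genome TAIR10.1 *PRH1* lies on the minus strand of chromosome 2 from 8629857 to 8630688, with 1 exon. The coding sequence runs from 8630065 to 8630595, and the 5′ UTR is 93 nt long. The gene coordinates in the authors' tables overlap the TAIR10.1 gene of the same identifier for 99.97% of 23239 genes compared. The 1692 nt upstream of the start codon run from 8630596 to 8632287 and so include the 5′ UTR. Their distal 329 nt overlap the annotated neighbouring gene AT2G20000, which is on the same strand and spans 8631959 to 8637300. The auxin response element core TGTC occurs 9 times in this region, 5 times on the strand of the gene and 4 times on the other strand. Counted from the A of the start codon, the sites on the strand of the gene begin at -1526, -557, -526, -386 and -179, and those on the other strand lie at -1210, -1202, -797 and -41. The longer element TGTCTC occurs 0 times on either strand. The sequence around the site at -179 is ATTTCTTGTCCTGGAT and that around the site at -557 is TGTATATGTCAAGGGT. Over 27437 protein-coding genes, the same length of upstream sequence holds a median of 10 TGTC cores on both strands together (quartiles 8 and 13), and 67.5% of genes have at least 9. The elements CGGCG, with the sequence AAGTAACGGCGACGACT around it, and CACGTG, with ATAATTCACGTGAATTAT around it, begin at -824 and -1062. These facts come from the reference sequence alone, and no measurement of the promoter was analysed here. The paper's promoter primers match 8630672 to 8632288, a stretch of 1617 nt that ends 76 bases short of the coding sequence and so leaves out the site at -41.

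**Figure D3:**
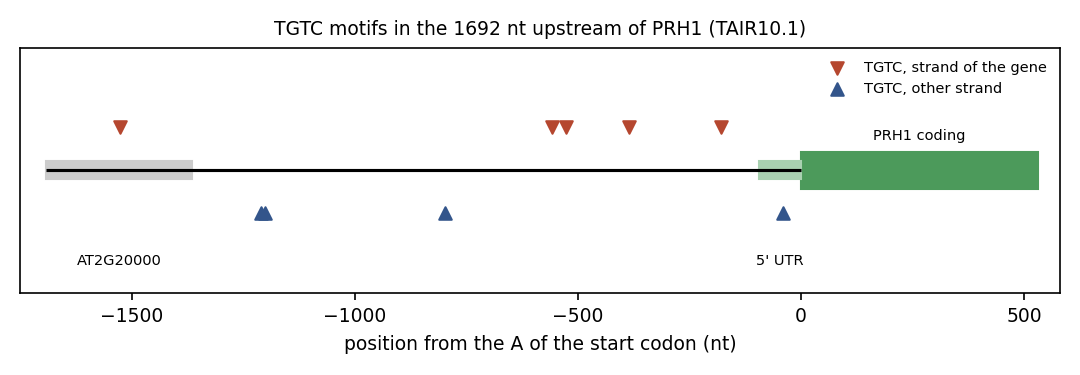
Map of the 1692 nt upstream of the *PRH1* start codon in TAIR10.1, with the position from the A of the start codon in nt on the horizontal axis. Triangles above the line mark the 5 TGTC cores on the strand of the gene and triangles below it the 4 on the other strand; boxes mark the coding sequence, the 5′ UTR and the 329 nt that overlap AT2G20000.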

The construct was subsequently recombined with several Gateway destination vectors, namely PK7WG2 [45] for over-expression without any tags, PB7WGF2 for over-expression with an C-GFP tag, PGWB18 for over-expression with an N-Myc tag, PBI221 for over-expression, PKGWFS7.1 [45] for promoter analysis with C-GFP/GUS. Transgenesis was effected using the floral dip method [46], employing transgene constructs harbored by *Agrobacterium tumefaciens* strain GV3101.

### Microscopy

The PRH1 subcellular localization was detected in tobacco leaf cells. The *Agrobacterium tumefaciens* strain GV3101 containing *35S*::*PRH1-GFP* or the cytosolic marker ADH-RFP [29] or plasma membrane maker ZmCRN-mCherry [30] were incubated shaking until the OD_600_ reaching 0.6. Centrifuge the cells at 4000g for 5 minutes, then discard the supernatant and resuspend the pellet with induction buffer (0.01mol/L MES, 0.01Mol/L MgCl_2_, 150 μmol/L acetosyringone) to find OD = 0.4. Mix two kinds of agrobacterium up with a same volume and inject the mixture into 3 week old tobacco leaves. The transfected plants grown in the greenhouse for at least 48 h at 28°C before GFP and RFP caning. The fluorescent signals were visualized by using the LSM880 laser scanning confocal microscope (Zeiss). ZmCRN-mCherry and ADH-RFP signals were detected by using 561 nm laser excitation and 580–675 nm emission, PRH1-GFP signals were detected by using 561 nm laser excitation and 500–530 nm emission.

The 8-d-old seedlings of *PRH1pro*:*GUS* were used for GUS staining. The GUS staining assay followed Liu et al. [47]. GUS signal was photographed by using an Olympus BX53 microscope supported with an Olympus DP72 digital camera.

### Phenotype analysis

Eight-day-old seedlings were photographed using a Epson Perfection V800 scanner for the whole seedling images and the root length was measured by Image J software. To observe lateral root primordia clearly the seedlings were treated with a serials of solutions (1. 4% HCL, 20% methanol at 57°C for 15 minutes. 2. 7% NaOH, 60% ethanol at room temperature for 15 minutes. 3. 60% ethanol at room temperature for 10 minutes. 4. 40% ethanol at room temperature for 10 minutes. 5. 20% ethanol at room temperature for 10 minutes. 6. 10% ethanol at room temperature for 10 minutes. 7. 25% glycerol, 5% ethanol at room temperature for 10 minutes) before mounted in 50% glycerol on slides. Then the lateral root primordia and the emerged lateral roots were calculated using the Olympus BX53 microscope. The differential stages of lateral roots development have been described by Malamy and Benfey [1].

### RNA isolation and quantitative real time PCR (qPCR) analysis

RNA was extracted from the roots of eight-day-old seedlings (some of which had been treated with 10 μM naphthalene acetic acid (NAA), obtained from Sigma (St. Louis, MO, USA)) using a TIANGEN Biotech (Beijing) Co. RNA simple Total RNA kit (www.tiangen.com), following the manufacturer’s protocol. A 2 μg aliquot of the RNA was used as the template for synthesizing the first cDNA strand, using a Fast Quant RT Kit (TIANGEN Biotech (Beijing) Co.). Subsequent qPCRs were processed on an MyiQ Real-time PCR Detection System (Bio-Rad, Hercules, CA, USA), using the Super Real PreMix Plus SYBR Green reagent (TIANGEN Biotech (Beijing) Co.). Each sample was represented by three biological replicates, and each biological replicate by three technical replicates. The *AtACTIN2* (*At3g18780*) sequence was used as the reference. Details of the relevant primer sequences are given in S3 Table.

### RNA-Seq analysis

RNA submitted for RNA-seq analysis was isolated from the roots of eight-day-old WT and *arf7* seedlings (treated with the 10 μM naphthalene acetic acid (NAA) for 4 hours and the non-treated samples), using a RNeasy Mini Kit (Qiagen, Hilden, Germany). The RNA-seq analysis were processed following the methods given by Lv et al. [48]

### Chromatin immunoprecipitation coupled to quantitative PCR (ChIP-qPCR) analysis

DNA harvested from eight-day-old seedlings of WT and transgenic lines harboring either *35S*::*MYC-ARF7*, *35S*::*MYC-LBD16*, *35S*::*MYC-LBD18* (*ARF7*, *LBD16* and *LBD18* were cloned into PGWB18) or *Super*::*LBD29-GFP* [44, 49] then they were cross-linked in a solution containing 1% v/v formaldehyde. The ChIP procedure followed that given by Gendrel A-V et al. [50], and employed antibodies recognizing MYC and GFP (Abcam, UK). The immune-precipitated DNA and total input DNA were analyzed by qPCR. The enrichment in WT and transgenic plants was measured as a ratio of the bound promoter fragments over total input respectively. Details of the relevant primers are given in S3 Table.

### Yeast one-hybrid (Y1H) assays

Y1H assays were carried out using the Matchmaker Gold yeast one hybrid Library Screening System (Biosciences Clontech, Palo Alto, CA, USA). The *PRH1* promoter was inserted into the *pAbAi* vector, and the bait vector (*PRH1*_*pro*_*-pAbAi*) was linearized, restricted by *Bbs*I, and introduced into the Y1H Goldeast strain along with the prey vector AD-ARF7. Transformants were grown on SD/-Leu-Ura dropout plates containing different concentrations of aureobasidin A (CAT#630499, Clontech, USA). The primers used for generating the various constructs are listed in S3 Table.

### Dual-luciferase transient expression assay in *A*. *thaliana* protoplasts

Protoplasts were isolated from three week old WT leaves following Yoo et al. [51]. The ligation of the *PRH1* promoter to pGreen0800-LUC was realized by enzyme digestion and ligation [52]. The primers used for this procedure are listed in S3 Table. The *PRH1pro*:*LUC* reporter plasmid was transferred into Arabidopsis protoplast cells with one or more effector plasmids (*ARF7*, *LBD16*, *LBD18*, *LBD29* –PBI221); the empty vector PBI221 was used as the negative control. The dual-luciferase assay kit (Promega, USA) allows for the quantification of both firefly and renilla luciferase activity. Signals were detected with a Synergy 2 multimode micro-plate (Centro LB960, Berthold, Germany).

### Generation of *prh1-3* using CRISPR technology

The experimental method was described by Yan et al [20]. The *Arabidopsis* plants Columbia-0 ecotype were used as wild type (WT) and were transformed with the CRISPR construct by floral dipping. The *prh1-3* plants were identified at the T2 stage. The target sequence is presented in S3 Table.

### Statistical analysis

Tests were applied to the data to check for normality and homogeneity before attempting an analysis of the variation. The data were analyzed using routines implemented in Prism 5 software (GraphPad Software). The Students’ *t-*test was applied to compare pairs of means. Values have been presented in the form means±SE; the significance thresholds were 0.05 (*), 0.01 (**) and 0.001 (***). Comparisons between multiple means were made using a one-way analysis of variance and Tukey’s test.

### Accession numbers

Sequence data referred to in this paper have been deposited in both the *Arabidopsis* Genome Initiative and the GenBank/EMBL databases under the accession numbers: *ARF7* (At5g20730, NP_851046), *PRH1* (At2g19990, NP_179589), *LBD16* (*At2g42430*, NP_565973), *LBD18* (At2g45420, NP_850436), *LBD29* (At3g58190, NP_191378), *LAX3* (At1g77690, NP_177892). The RNA-seq data are available in the Gene Expression Omnibus database under accession number GSE122355.

## Supporting information

S1 Fig Transcriptomic analysis of WT and *arf7* roots before and after auxin treatment. (A) Numbers of DEGs in *arf7* roots compared to WT with auxin treatment (treated with 10 μM naphthalene acetic acid (NAA) for 4 hours) or not. (B) Selected candidate genes from both the up-regulated DEGs in WT by auxin and down-regulated genes in *arf7* (the bigger purple circle), and the 8 targets involved in lateral root development further refined by *Arabidops is* eFP Browser from the 23 selected candidates (the smaller yellow circle). (C) The expression pattern and change folds of 8 targets at the site of lateral roots initiation in WT and *slr-1* under the condition of auxin treatment or not.
(TIF) Click here for additional data file.

S2 Fig *PRH1* responses to auxin treatment. (A) Phylogenetic tree of PRH1 in *Arabidopsis*. Numbers in green represent bootstrap values. The key genes *PR1* and *PRH1* were marked in red. (B) The induction of *PRH1* by auxin (10 μM NAA) was monitored in wild-type (Col-0) by qPCR. Values represent averages of three biological replicates in the experiment, and the total RNA was extracted from the primary roots of about 100 seedlings for each repeat. NAA: naphthalene acetic acid. Error bars represent SE. (C) Expression pattern of *PRH1* in intact seedlings before (left) and after (right) a 4 hours exposure to 10 μM NAA. GUS signals appear blue. GUS: β-glucuronidase. Bar: 0.5 cm.
(TIF) Click here for additional data file.

S3 Fig Lateral roots (LRs) development phenotype analysis and the transcription level of *PRH1* in wild type (WT), *prh1* mutants and its over-expression lines. (A) A map of the T-DNA insertion and the frameshift mutant of *prh1* on chromosome (upper panel), and the single base insertion site in the coding sequence (lower panel). The orange line represents the promoter region, the black box represents the coding region and the blue lines represent the insertion sites. (B) Latral root (LR) number per centimeter (cm) along the primary root of the PRH1 over-expression lines. Values shown as mean±SE, three biological replicates in the experiment, 20 plant seedlings for each repeat. (C) The *PRH1* relative transcript aboundance in the primary roots of WT, *prh1* mutants and plants over-expressing *PRH1*. Three biological replicates in the experiment. Total mRNA was extracted from the primary roots of about 100 seedlings for each repeat. Data represent means±SE. **, ***: means differ significantly (P<0.01, P<0.001) from the WT control.
(TIF) Click here for additional data file.

S4 Fig PRH1 could complement the defects of Lateral roots (LRs) formation in *prh1* mutants. (A) The 8-day-old seedlings of WT, *prh1-1* and RH1pro-PRH1 transgenetic lines in both WT and the *prh1-1* background. Bar: 1 cm. (B) LR phenotyping was achieved by synchronizing lateral root formation with a gravistimulus for 18 h and 42 h. Primordia stages from I to VII were based on the classification by Malamy and Benfey [1] and the data were analysed from 20 seedlings. (C) Density of primordia at given stages. *,**: means differ significantly (P<0.05, P<0.01) from the WT control. (D) The LR density of WT, *prh1-1* and the transgenetic lines. LRP: lateral root primordia. LRE: emerged lateral root, LRT: total lateral roots including the LRP and LRE. Data shown as means±SE, three biological replicates in the experiment, twenty plant seedlings for each repeat. The asterisks indicate means which differ significantly (*P*<0.05) from one another.
(TIF) Click here for additional data file.

S5 Fig The transcription of *PRH1* is regulated by LBD16, LBD18, LBD29 and LAX3. (A) Transcription level of *PRH1* in the roots of WT, *lbd16*, *lbd18* and *lbd29* seedlings exposed to 10 μM naphthalene acetic acid (NAA) for 4 hours (orange) or not treated (brown) before extracting total mRNA. Different letters atop the columns indicate significant (*P*<0.05) differences in abundance. (B) Transcription level of *PRH1* is enhanced in each of the *LBD16*, *18* and *29* over-expression lines. Data represent means±SE, three biological replicates in the experiment **, ***: means differ significantly (P<0.01, P<0.001) from the WT. (C) *LAX3* expression in *prh1-1* in response to auxin. Eight-day-old seedlings were incubated with 10 μM naphthalene acetic acid (NAA) for 4 hours. Total mRNA were extracted from the primary roots and subjected to qPCR. Data are the means±SE, three independent biological replications. Different letters atop the columns indicate significant (*P*<0.05) differences in abundance. (D) *PRH1* expression in *lax3* in response to auxin. Eight-day-old seedlings were incubated with 10 μM naphthalene acetic acid (NAA) for 4 hours. Total mRNA were extracted from the primary roots and subjected to qPCR. Data are the means±SE, three independent biological replications. Different letters atop the columns indicate significant (*P*<0.05) differences in abundance.
(TIF) Click here for additional data file.

S6 Fig The interaction between LBDs and *PRH1* promoter in yeast one-hybrid. (A) Structure of the *PRH1* promoter, showing the putative binding motifs of LBD18 (red square) [12] and LBD29 (yellow square) [44]. (B) Yeast one-hybrid binding assay containing the interaction between LBD16, LBD18, LBD29 and *PRH1* promoter.
(TIF) Click here for additional data file.

S7 Fig The subcellular localization of PRH1. (A and B) Laser-scanning confocal image of PRH1-GFP fusion protein transiently expressed in *N*. *benthamian*a leaf cells with ADH-RFP as a cytosolic maker [29] (A) or ZmCRN-mCherry as a plasma membrane maker [30] (B). GFP: green fluorescent protein. RFP: red fluorescent protein. Scale bar: 20 μm.
(TIF) Click here for additional data file.

S8 Fig Expression analysis of cell wall formation related genes in *prh1-1*. Eight-day-old seedlings of WT and the *prh1-1* mutant were used in this study. Total mRNA were extracted from the primary roots and subjected to qPCR. Data are the means±SE, three independent biological replications. The asterisk means differ significantly (P<0.05) from the WT.
(TIF) Click here for additional data file.

S1 Table The raw data of gene expression based on the comparison between the four datasets. (XLSX) Click here for additional data file.

S2 Table Gene differential expression filter data according to the comparison between the four datasets. (XLSX) Click here for additional data file.

S3 Table Primers used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

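Root RNA of 8-day-old seedlings was sequenced in 4 libraries, 1 each for WT-Mock, WT-NAA, *arf7*-Mock and *arf7*-NAA. Samples were assigned to conditions from their labels and the title sheets of the paper's supplementary tables. For each library the authors deposited a table of transcript models with the read count assigned uniquely to each model, its RPKM and its coverage as a percent of the transcript length. They made RPKM by dividing the count by the transcript length in kilobases and by the library total, and the deposited RPKM values were recomputed from the counts. The authors also deposited 4 tables of comparisons with the log2 ratio of RPKM, a p-value and a false discovery rate for each model, filtered to an absolute log2 ratio of at least 1 and a false discovery rate under 0.001. The test behind the authors' p-value is not named in the paper's text. The deposited p-value of each table was not used for any call here, and the 16 per-sample columns of these tables, which repeat the library tables, were left out. The library totals were 7571027 reads in WT-Mock, 7416200 in WT-NAA, 7230317 in *arf7*-Mock and 7026529 in *arf7*-NAA.

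From the counts, an exact two-sided binomial test given the library totals and the log2 ratio of RPKM were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. A count of 0 was set to 3 in a ratio, and models with 0 reads in both libraries of a comparison were not tested. A model was called with P under 0.0001 and an absolute log2 ratio of at least 1, as the paper states. The candidate criteria were a log2 ratio above 1.5 with P under 0.0001 in WT-NAA VS WT-Mock, as the paper states. They also asked for a log2 ratio of -1 or lower with P under 0.0001 in *arf7*-NAA VS WT-NAA. The paper describes its candidates as down-regulated in *arf7* and gives no separate threshold for this part. Intervals are exact 95% intervals and cover counting error only. The interval of the difference between the NAA responses of *PRH1* comes from 10000 Poisson draws, and a draw of 0 reads, which occurred in 186 draws, was given a small constant. Where a gene had several models, the model with the most reads stood for the gene in the lists below.

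Lists of seed, seed storage and oil body, abscisic acid (ABA)-responsive vegetative, photosynthesis, clock, heat shock, auxin-inducible, touch and wound and flavonoid genes and a list of cell wall and cell cycle genes named by the paper were drawn up before the libraries were examined but after the paper's S2 Table had been read, so a list may follow values seen there. Subsets of the seed, clock and touch and wound lists were formed after the libraries were examined. For each list the median log2 ratio, with a pseudocount of 1 RPKM, is given with its percentile among the medians of 10000 random lists of the same size matched on mean expression. This percentile describes these libraries and is not a test of the conditions.

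Genes named in the text are those the paper names, the genes of Fig. 1D, those that passed the candidate criteria, the 2 largest rises and the 2 largest falls of each comparison among called genes with at least 10 reads in both libraries, and members of the lists with the highest RPKM. AT4G29200, *PAP85*, *MLS*, *PCK1*, *GH3.6*, *MRD1*, *SADHU3-2*, the members of lists outside those with the highest RPKM and the neighbours of *PRH1* were chosen after their values were seen.

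The alternatives were edgeR 4.0.16 TMM scaling, DESeq2 1.42.0 size factors, a pseudocount of 1 RPKM, a minimum of 1 RPKM in either library, a Benjamini-Hochberg adjusted p under 0.001, edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, a log2 threshold of 1 for the candidates, a candidate criterion without a shared library, and a pseudocount of 0.1 RPKM for the lists. These were set before the data were examined. Reads summed over the transcript models of a gene, and the alternatives for the difference between the NAA responses of *PRH1*, were chosen after seeing the data. Both R packages ran in R 4.3.3.

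The calls were tested on simulated data. Of 200 models changed by 4-fold among 27307, the binomial test called 199 (99.5%) with 0 false calls when only counting error was drawn. With a biological coefficient of variation of 0.2 drawn, it called 196 (98%) with 311 false calls, and edgeR's exact test with the same coefficient called 132 (66%) with 3 false calls. The candidate criteria recovered 200 of 200 models changed by 8-fold when only counting error was drawn. In all these checks the changed models were taken from those with at least 50 expected reads. Recovery of models with fewer reads, such as *PRH1*, was not tested. Of 200 lists without a change, 13 fell outside the central 95% of random lists. Sets of 4 unchanged groups were drawn 100 times for each biological coefficient of variation to count candidates that arise by chance.

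Gene coordinates in the authors' tables were compared with the TAIR10.1 annotation before that reference was used for the promoter of *PRH1* and for neighbouring genes. Sequences were read with Biopython 1.88 and figures were drawn with matplotlib 3.10.9. Assays other than the 4 RNA-seq libraries were not analysed here.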

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

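Every test in this part was chosen only after the result it bears on had been seen. Each list median describes single libraries, so a difference between *arf7*-NAA and another library has no replicate check, and a response of *arf7* roots to NAA stays open for each of them as an untested biological explanation. Under edgeR's TMM scaling the list medians given in this part for the seed, photosynthesis and heat shock lists moved by no more than 0.03.

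Seed transcripts, which the paper does not discuss, were high in *arf7*-NAA. The median log2 ratio of the seed list was 1.42 in *arf7*-NAA VS *arf7*-Mock and 1.90 in *arf7*-NAA VS WT-NAA, each at percentile 100 among random lists. With counts at or under 3 reads set to 3, the medians were 2.44 and 2.98. Of the 28 members with reads, 18 are in the authors' comparison tables. The 18 late embryogenesis abundant and embryo genes of the list had 870 reads in *arf7*-NAA and 27, 13 and 52 in WT-Mock, WT-NAA and *arf7*-Mock. AT3G15670 and AT3G17520 led these with 162 and 138 reads, and *PAP85* had 66 reads in *arf7*-NAA and 0 in the others. Ungerminated seeds among the roots would bring seed albumins and globulins. Those counted as such here, the albumin and cruciferin genes, had 16 reads in *arf7*-NAA and at most 2 in the others. All 16 were on albumin genes, and the 4 cruciferin (globulin) genes had no reads in any library, although reads of those with several transcript models may have been left out. *PAP85*, annotated as a cupin family protein and related to the seed globulins, was counted with the embryo genes. Other members of the embryo set may be related to the globulins too. The separation of the sets is thus not complete, and the 16 reads may understate the storage transcripts. The seed storage and oil body list had 90 reads in *arf7*-NAA and 17, 15 and 22 in the others, with a median log2 ratio of 0.65 against *arf7*-Mock and against WT-NAA. With a pseudocount of 0.1 RPKM these medians were 2.15 and 2.65, so their size depends on the pseudocount. The genes counted as storage genes thus rose too, with fewer reads than those counted as embryo genes. Seeds among the roots cannot be told apart from other sources of these transcripts. The genes counted as storage genes have too few reads, the sets are not cleanly separated and each condition has 1 library. A response to abscisic acid or drought would raise vegetative ABA-responsive genes. Among those with at least 50 reads in *arf7*-Mock, the highest log2 ratio in *arf7*-NAA VS *arf7*-Mock was 0.11, while weaker members rose, as AT3G02480 did from 8 to 142 reads. In *arf7*-NAA VS WT-NAA the list had a median of 0.36 (percentile 99.96, 12 of 15 members higher), but abundant members differed because they were low in WT-NAA: *HAI1* had 121, 40, 118 and 124 reads and *RD26* 175, 103, 186 and 173 in WT-Mock, WT-NAA, *arf7*-Mock and *arf7*-NAA. These members thus show no rise in *arf7*-NAA over the Mock libraries. An abscisic acid response limited to some cells cannot be told apart from the other explanations, because weaker members rose and the level of the abundant ones would hide a small share. *ICL* rose from 342 to 2274 reads, whereas *MLS* stayed at 2 and 4 and *PCK1* went from 4445 to 5537. Embryo-type transcription in some *arf7*-NAA roots, or seedlings or seeds at a stage that these lists do not cover, may account for the pattern. Neither was tested.

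Photosynthesis transcripts had a median log2 ratio of 1.22 in *arf7*-NAA VS *arf7*-Mock (percentile 100; 1.63 with counts at or under 3 reads set to 3), although the libraries come from roots. The list had 3194 reads in WT-Mock, 2364 in WT-NAA, 1179 in *arf7*-Mock and 3452 in *arf7*-NAA, so this difference goes with a low level in *arf7*-Mock, where 34 of 37 members were lower than in WT-Mock (median -0.75). All 37 members with reads were higher in *arf7*-NAA, the 13 outside the authors' tables included. That is what a larger share of shoot tissue or greening would give. Between *arf7*-NAA and WT-NAA the median was 0.57 (percentile 100; 1.08 with counts at or under 3 reads set to 3), with 32 of 37 members higher, which goes with the same explanation. Of the 20 members with at least 50 reads in either library, 13 were higher and 2 lower past P under 0.0001. The lower ones were *LHB1B2* (111 against 308 reads) and *LHCA4* (119 against 204 reads), while *CAB1* was higher (530 against 238 reads). A different share of shoot tissue or greening may explain the first comparison. For the second it cannot be told apart from other causes, because 2 abundant members fell while most rose and each condition has 1 library. Light, sugar or genotype effects on these genes were not tested.

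Heat shock transcripts had a median log2 ratio of 1.21 in *arf7*-Mock VS WT-Mock (percentile 100), with 21 of 21 members higher, among them *HSP70* (21009 against 9568 reads) and *HSP81-1* (12312 against 5275 reads). A general handling stress shared with touch and wound genes is one candidate explanation. The touch and wound list was also higher in that comparison, with a median of 0.49 (interval -0.01 to 0.68, 16 of 22 members higher). Its 5 members outside the authors' tables had a median of -0.14 there (percentile 15.9), with 2 higher and 3 lower. The heat shock list and the full touch and wound list were lower in *arf7*-NAA VS *arf7*-Mock, at -0.65 and -0.94. The touch and wound list itself stood out by its median of -1.47 in *arf7*-NAA VS WT-NAA, where 21 of 22 members were lower and the heat shock median was 0.11. In the tables seen before the lists were drawn up are 15 of the 21 heat shock members and 17 of the 22 touch and wound members. Handling and an effect of the genotype cannot be told apart for the heat shock genes, because each condition was harvested once and the lists were chosen in sight of those tables.

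Flavonoid transcripts had median log2 ratios of 1.17 in *arf7*-Mock VS WT-Mock and 1.28 in *arf7*-NAA VS WT-NAA (percentile 100 in both), led by *CHS* with 9218 reads in WT-Mock, 5307 in WT-NAA, 21387 in *arf7*-Mock and 20945 in *arf7*-NAA. Of the 11 members, 7 are in the authors' tables. A larger share of shoot tissue or greening in the *arf7* libraries would raise photosynthesis genes too, but their median in *arf7*-Mock VS WT-Mock was -0.75, which argues against it for the Mock libraries. In *arf7*-NAA VS WT-NAA the photosynthesis median was 0.57, which goes with it. From *arf7*-Mock to *arf7*-NAA, however, the photosynthesis list rose by 1.22 and the flavonoid list had a median of -0.17, with 8 of 11 members lower, which argues against shoot tissue or greening as the whole cause. A part of the difference between the NAA libraries cannot be told apart from an effect of the genotype, with 1 library per condition. An effect of the genotype, light and nutrition stay open and were not tested.

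AT4G29200 had 685 reads in WT-Mock and 731 in WT-NAA, against 1 in *arf7*-Mock and 0 in *arf7*-NAA, and the paper does not discuss it. With reads at the limit that a count of 0 allows in both *arf7* libraries, no exact fold is given. A deletion of a stretch of chromosome 4 in the *arf7* line would also remove neighbours. Of the 15 genes within 50000 bases on either side with at least 10 reads in WT-Mock, 0 were at or under 3 reads in both *arf7* libraries, and the lowest kept 27.9% of its WT-Mock level in *arf7*-Mock. A deletion or insertion limited to this gene, a variant of the mutant's background and an effect of ARF7 on the gene stay open and were not tested.

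*GH3.3*, an auxin-inducible gene outside those the paper discusses, was higher in *arf7*-Mock than in WT-Mock by a log2 ratio of 2.96. It had 94 reads in WT-Mock, 171 in WT-NAA, 697 in *arf7*-Mock and 1622 in *arf7*-NAA. Its paralogs went the other way, *GH3.5* with 744, 1165, 214 and 214 reads and *GH3.6* with 504, 726, 271 and 238. Reads moving between paralogs are argued against by the sequence, since *GH3.3* shares 0 of its 2684 stretches of 25 bases with *GH3.5* or *GH3.6*, and 29 (1.08%) with *YDK1*. An effect of the genotype on *GH3.3* may remain, as a hypothesis found in these same data, and other paralogs were not compared.

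Between the NAA and Mock libraries, 13 genes changed in opposite directions in WT and *arf7*. They passed both thresholds in WT-NAA VS WT-Mock and in *arf7*-NAA VS *arf7*-Mock. Of these, 12 rose in WT and fell in *arf7*, among them *RRTF1* (log2 ratios 1.93 and -1.80) and *ORA47* (2.19 and -1.77), and 6 are among the 30 candidate models. The difference between the genotypes was not tested, because each condition has 1 library. With TMM scaling or DESeq2's size factors 11 genes showed the pattern. With edgeR's exact test 11 did at an assumed biological coefficient of variation of 0.1 and none at 0.2. Of the 13 genes, 5 are in the touch and wound list, so that a touch or wound response differing between the libraries at harvest might be the source. The 5 members of that list outside the authors' tables had a median of -0.46 in *arf7*-NAA VS *arf7*-Mock and -0.24 in WT-NAA VS WT-Mock. Such a response and an ARF7-dependent response to NAA cannot be told apart for these genes, because genes outside the tables are by construction those with small changes.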

How the results depend on the processing

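No paired analysis was possible because each condition has 1 library. For the 4 counts of differentially expressed genes and the candidate count, edgeR TMM scaling, DESeq2 size factors, a pseudocount of 1 RPKM, a minimum of 1 RPKM, a Benjamini-Hochberg adjusted p under 0.001 and an assumed biological coefficient of variation of 0.1 each left the count within 1.5 times the reported one. Without an assumed coefficient these ranged from 204 to 250 in WT-NAA VS WT-Mock, 155 to 180 in *arf7*-NAA VS *arf7*-Mock, 204 to 238 in *arf7*-Mock VS WT-Mock, 283 to 315 in *arf7*-NAA VS WT-NAA and 21 to 30 for the candidates. An assumed coefficient of 0.2 gave 27, 46, 45 and 96 genes and 7 candidates, and 0.4 gave 2, 8, 1 and 17 genes and 0 candidates. These fall because the edgeR test asks for a difference beyond the assumed spread, and 1 library per condition does not give a coefficient for each gene. The spread of the observed log2 ratios, over models with at least 50 reads in every library, equals a coefficient of 0.106 to 0.137, under 0.2 and 0.4. With a coefficient of 0.2 the split in *arf7*-NAA VS *arf7*-Mock changed to 41 higher and 5 lower. A log2 threshold of 1 gave 56 candidates, since it admits smaller rises. The criterion without a shared library gave 35. Reads summed over the transcript models of a gene, an alternative chosen after seeing the data, gave 29 candidates.

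The log2 ratios of *PRH1* kept their direction under TMM scaling, DESeq2 size factors, a pseudocount of 1 RPKM and a coefficient of 0.2. For the call, P under 0.0001 and an absolute log2 ratio of at least 1 together, 15 of 16 values kept their side. The exception was the rise in WT, with a log2 ratio of 1.63, which was no longer called with a coefficient of 0.2. The pseudocount moved the ratio in *arf7*-NAA VS *arf7*-Mock from 1.50 to 0.85, below 1. That ratio had not passed the threshold for P before. *PRH1* left the candidates with a pseudocount of 1 RPKM, with a coefficient of 0.2 or 0.4, and with the criterion that shares no library. The difference between its NAA responses was 0.13 with TMM scaling and 0.60 with a pseudocount of 1 RPKM, both chosen after seeing the data and inside its interval. With 4 and 11 reads in *arf7*, the depth limits what can be said about that response. All 8 values for *ARF7* kept their direction and did not pass both thresholds of the call.

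Of the 40 alternative medians of the auxin-inducible, seed, photosynthesis, clock and heat shock lists, 34 stayed within the interval of the reported one. With a pseudocount of 0.1 RPKM, which lets genes with few reads move further, the seed list rose to 3.13 in *arf7*-NAA VS *arf7*-Mock and 4.18 in *arf7*-NAA VS WT-NAA. The photosynthesis list moved to -0.47 in WT-NAA VS WT-Mock, 1.76 in *arf7*-NAA VS *arf7*-Mock and -1.17 in *arf7*-Mock VS WT-Mock, and the clock list to -0.51 in *arf7*-Mock VS WT-Mock. None of these 6 changed direction. Other lists moved with that pseudocount too, flavonoid to 2.06 and ABA-responsive vegetative to 0.82 in *arf7*-NAA VS WT-NAA.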

Differences from the paper's values

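The paper's S2 Table lists 88 genes for WT-NAA VS WT-Mock, and 252 were called here. All 88 of the paper's genes have a positive log2 ratio. The authors' deposited comparison holds 242 models, 88 higher and 154 lower in WT-NAA. The paper's list thus has the size of the higher part of that comparison, which goes with a list of rises only. Counting only models higher in WT-NAA, 95 were called, and 87 with a Benjamini-Hochberg adjusted p under 0.001. For the count in both directions none of the alternatives set before the data were examined came within 1.5 times the paper's value: scaling, pseudocount, expression filter and adjusted p gave 204 to 250, and an assumed biological coefficient of variation of 0.1, 0.2 and 0.4 gave 183, 27 and 2.

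For *PRH1*, the heat map shows a log2 ratio of about 0.3 in Fig. 1D, read by eye, for *arf7*-NAA VS *arf7*-Mock, and the value here was 1.50. With a pseudocount of 1 RPKM it was 0.85, within a colour step of 0.6 of the paper's, whereas TMM scaling (1.53), DESeq2 size factors (1.52) and an assumed coefficient of 0.2 (1.50) left the gap. The same pseudocount moved *PRH1* in *arf7*-NAA VS WT-NAA from -2.71 to -2.27, further than that step from the paper's about -3.3 in Fig. 1D, read by eye. For *arf7*-Mock VS WT-Mock the paper's cell for *PRH1* is about 0.3 in Fig. 1D, read by eye, and the value here was -2.58. The alternatives set before the data were examined gave -1.67 to -2.59, and none closed the gap.

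In the same column of the heat map, *arf7*-Mock VS WT-Mock, the cells of 6 other genes differ from the values here. The paper's value for AT1G73540 is about -0.3 in Fig. 1D, read by eye, and 1.04 here. For AT5G55050 it is about -2.7 and 0.24 here. For AT2G30020 it is about -2.1 and 1.01 here. For AT1G64670 it is about 0.3 and -1.86 here. For AT3G44260 it is about -0.9 and 0.57 here. For AT1G08430 it is about 0.3 and -0.57 here. TMM scaling, DESeq2 size factors and a pseudocount of 1 RPKM closed none of these gaps. With the genes of Fig. 1D ordered by their log2 ratio in WT-NAA VS WT-Mock, 9 of the cells read in this column belong to genes with a next gene in that order, *PRH1* among them. Of these cells, 2 lie within a colour step of the value here for the gene itself and 9 within a colour step of the value here for the next gene, a comparison chosen after seeing the values.

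The paper describes *PRH1* as the most strongly induced of the candidates it had kept after comparing them with expression data from elsewhere, which were not analysed here. Among the 23 genes of Fig. 1D its log2 ratio of 1.63 in WT-NAA VS WT-Mock ranked 16. The paper also describes its induction as missing in *arf7*. It bases this on qPCR of replicate samples, and reports a promoter reporter that auxin raised only slightly in *arf7*. Neither assay was analysed here. In the single RNA-seq libraries the log2 ratio in *arf7* was 1.50, with an interval from -0.25 to 3.61 that includes 0. Its difference from the ratio in WT was 0.13. These few reads do not contradict the qPCR result. Where the paper reports 23 candidates, 39 models met the threshold that it states for WT-NAA VS WT-Mock. With the cut in *arf7*-NAA VS WT-NAA that was added here, 30 passed, which is within 1.5 times the 23. The rows of the paper's S2 Table also give 30 with both cuts. The log2 ratios of *PRH1* in the paper's S2 Table, 1.63 in WT-NAA VS WT-Mock and -2.71 in *arf7*-NAA VS WT-NAA, equal those computed here.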

Other observations

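The simulation of a shared library was set before the data were examined, and the other tests in this part were chosen only after the result was seen. The candidate criteria use the WT-NAA library in both comparisons, so a chance excess in that library is a possible explanation for candidates. Simulated unchanged groups gave a mean of 1.37 candidates, and at most 8, with a biological coefficient of variation of 0.2, against 30 observed. A coefficient of 0.4 gave a mean of 198, but it also gave a mean of 3140 called models in WT-NAA VS WT-Mock, where 252 were observed. With 0.2 the mean number of calls by chance was 304 (253 to 340), so the number of called models does not by itself exceed what such a spread would give. With 0.1 that mean was 6.22 (1 to 13), and no coefficient between 0.1 and 0.2 was simulated. The spread of the observed log2 ratios over 11004 models with at least 50 reads in every library equals a coefficient of 0.106 to 0.137, real changes included. For spread up to 0.2 that is independent between models and equal for all, a shared library as the whole source of the candidates is argued against. Models with fewer reads, *PRH1* among them, may spread more, and genes may vary together. Neither was simulated, so a shared library is not excluded as a source. Other causes of a difference between single harvests stay open too.

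A touch and wound response of the WT-NAA roots is another possible explanation for the candidates, since the touch and wound list rose in WT-NAA VS WT-Mock (median log2 ratio 0.86, percentile 100) further than the auxin-inducible list did, and 5 of its members are candidates. The list was drawn up in sight of the paper's tables, which hold 17 of its 22 members. The 5 members outside the tables had a median of -0.24. Such a response and an ARF7-dependent response to NAA cannot be told apart for the candidates, because genes outside the tables are those with small changes and the others were chosen in sight of them.

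*ARF7* had few reads in every library. Reads left out because the transcript models of a gene share them may explain this. Genes with a listed model numbered 2 or higher had a median coverage of 6.93% in WT-Mock. For genes whose only listed model is numbered 1 it was 79.0%. The 4008 genes concerned are 17.1% of all genes with reads, and their values rest on a small part of each transcript.

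Clock genes differed between the genotypes. The median log2 ratio of the clock list was -0.06 in WT-NAA VS WT-Mock, 0.00 in *arf7*-NAA VS *arf7*-Mock, -0.14 in *arf7*-Mock VS WT-Mock (percentile 0.76) and -0.08 in *arf7*-NAA VS WT-NAA. *GI* had 1272, 1752, 428 and 385 reads and *PRR7* had 671, 651, 101 and 83 in WT-Mock, WT-NAA, *arf7*-Mock and *arf7*-NAA, whereas *ELF3* (1255, 1245, 1252 and 1221) and *ELF4* (802, 713, 881 and 866) changed less. With a pseudocount of 0.1 RPKM the median of the whole clock list was -0.51 in *arf7*-Mock VS WT-Mock. In *arf7*-NAA VS WT-NAA it was -0.31 (percentile 0.05) with that pseudocount. The evening genes had a median of -0.57 in *arf7*-Mock VS WT-Mock. A different time of day at harvest would move morning genes the other way, but the genes taken as such had at most 5 reads in a library. *RVE1* (83, 114, 156 and 159 reads) and AT3G09600 (2, 6, 15 and 9 reads), clock list members outside that subset and chosen after their values were seen, were higher in the *arf7* libraries, as a difference in harvest time would give if they peak near dawn, so harvest time and genotype cannot be told apart for the clock genes.

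The auxin-inducible list had a median of 0.31 in WT-NAA VS WT-Mock (percentile 100, 20 of 30 members higher). The interval of that median over the members, -0.06 to 0.45, includes 0. Its other medians were -0.04 in *arf7*-NAA VS *arf7*-Mock (percentile 29.9), -0.13 in *arf7*-Mock VS WT-Mock (1.29) and -0.31 in *arf7*-NAA VS WT-NAA (0). The difference between the WT and *arf7* responses was not tested. The ABA-responsive vegetative list had medians of -0.44 (percentile 0), -0.03 (42.6), -0.06 (16.6) and 0.36 (99.96) in the same order of comparisons. The flavonoid list had medians of -0.26 in WT-NAA VS WT-Mock and -0.17 in *arf7*-NAA VS *arf7*-Mock, the photosynthesis list had a median of -0.37 and the heat shock list one of 0.19 in WT-NAA VS WT-Mock. The list of cell wall and cell cycle genes that the paper names had medians of 0.16, 0.09, -0.10 and 0.01. No biological explanation was tested for these lists.

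Of genes that the paper studies by other assays, *LBD29* had 30 reads in WT-Mock, 78 in WT-NAA, 4 in *arf7*-Mock and 7 in *arf7*-NAA, a log2 ratio of 1.41 with NAA in WT and of -2.84 and -3.40 in *arf7* against WT under Mock and NAA. *LBD18* had 23, 42, 15 and 12 reads, *LBD16* 132, 165, 91 and 117, and *LAX3* 814, 1096, 872 and 784 in the same order. *ATEXPA8* rose from 101 to 294 reads with NAA in WT and from 136 to 184 in *arf7*. *ATEXPA17* had 306, 220, 255 and 271 reads, *ATEXPA14* 379, 540, 494 and 700, *HSL2* 197, 231, 223 and 207, and *ACTIN2* 670, 602, 546 and 554.

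Near *PRH1* on chromosome 2, at a distance of 5232 bases, AT2G19970 had 84, 217, 20 and 29 reads in the same order of libraries. Its log2 ratios were 1.40 in WT-NAA VS WT-Mock and -2.83 in *arf7*-NAA VS WT-NAA. AT2G19980, which lies between them, had 0, 1, 0 and 0 reads. AT2G20000, whose annotation overlaps the region used as the *PRH1* promoter, had 448, 430, 461 and 394. Besides AT4G29200, *MRD1* (42, 40, 1 and 1 reads) and *SADHU3-2* (49, 49, 4 and 1 reads) were near the limit that a count of 0 allows in both *arf7* libraries. No explanation was tested for these genes.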
